# A Diversity of Conserved and Novel Ovarian MicroRNAs in the Speckled Wood (*Pararge aegeria*)

**DOI:** 10.1371/journal.pone.0142243

**Published:** 2015-11-10

**Authors:** Shan Quah, Casper J. Breuker, Peter W. H. Holland

## Abstract

microRNAs (miRNAs) are important regulators of animal development and other processes, and impart robustness to living systems through post-transcriptional regulation of specific mRNA transcripts. It is postulated that newly emergent miRNAs are generally expressed at low levels and with spatiotemporally restricted expression domains, thus minimising effects of spurious targeting on animal transcriptomes. Here we present ovarian miRNA transcriptome data for two geographically distinct populations of the Speckled Wood butterfly (*Pararge aegeria*). A total of 74 miRNAs were identified, including 11 newly discovered and evolutionarily-young miRNAs, bringing the total of miRNA genes known from *P*. *aegeria* up to 150. We find a positive correlation between miRNA age and expression level. A common set of 55 miRNAs are expressed in both populations. From this set, we identify seven that are consistently either ovary-specific or highly upregulated in ovaries relative to other tissues. This ‘ovary set’ includes miRNAs with known contributions to ovarian function in other insect species with similar ovaries and mode of oogenesis, including miR-989 and miR-2763, plus new candidates for ovarian function. We also note that conserved miRNAs are overrepresented in the ovary relative to the whole body.

## Introduction

MicroRNAs (miRNAs) are short regulatory RNAs with important roles in post-transcriptional regulation [1]. They are of significance at all stages during an animal’s life cycle from embryonic development [2–5] to post-embryonic development [6,7] and reproduction [5,8]. Understanding the evolution of miRNAs is important to understanding the evolution of growth, reproduction and development.

It has been postulated that newly emergent animal miRNAs are generally expressed at low levels and with spatiotemporally restricted expression domains [9,10]. For example, in a study of miRNA expression in human and chimpanzee brains, more recently acquired miRNAs show a tendency for weaker expression than older miRNAs [10,11]. In mammals, a comprehensive study across multiple tissues demonstrates a positive correlation between miRNA age and expression levels [12].

The Speckled Wood butterfly (*Pararge aegeria*) is an ideal insect species with which we can address similar questions concerning miRNA evolution due to the availability of genome [13], transcriptome [14] and miRNA sequencing [15] data. Here we focus on miRNAs expressed during oogenesis, which are likely to include regulators of egg production and ovary function. Oogenesis in insects must generate a viable egg capable of initiating and sustaining embryonic development after fertilisation [16]. In addition to sustaining the energetic requirements for embryogenesis (17), the egg must also be pre-patterned with a polarity, which in insects occurs largely in the form of localised maternal determinants that drive zygotic spatiotemporal gene expression patterns essential for establishment of body axes [17]. Much is known about the identity and function of maternally provisioned mRNA molecules in insect eggs, but far less about other factors that influence the activity of such mRNAs, such as miRNAs. Furthermore, most of these studies have been performed in drosophilids [18], mosquitoes [19], cockroaches [20] and beetles [21]. Far less is known about the molecular control of oogenesis in butterflies and moths, despite Lepidoptera being one of the largest insect orders. Characterisation of the butterfly miRNA transcriptome would complement the current understanding of both genetic control involved in ovarian function [14] as well as the conservation of such mechanisms across insects.

## Materials and Methods

### Sample collection and sequencing

We sequenced the ovarian small RNA and mRNA transcriptomes of two females from each of two *P*. *aegeria* populations kept as lab stocks: (1) Zonza on Corsica, France, and (2) St Hubert, from the south of Belgium. The St Hubert population is the same population for which phenotypic data has previously been collected on maternal effects and egg production [22] as well as ovarian transcriptomic data [14] and for which a draft genome has been characterised [13]. The Zonza stock was newly established in 2014; the St Hubert stock has been in the lab since 2007 (see Carter et al. [14] for details regarding rearing *P*. *aegeria* in general and for St Hubert specifically).

Fully eclosed females were allowed to mate, and were placed individually in netted cages (0.5 m^3^) along with a potted *Poa trivialis* grass plant for oviposition and an artificial flower containing a 10% honey solution. Females (kept at 21±0.3°C, LD 16:8) were sacrificed 6 days after mating, when they reached the peak of egg production [22]. Ovaries were dissected and cleared of fat and surrounding tissue (cf. Carter et al. [14]). Total RNA was extracted using TRIzol (Life Technologies). Total RNA samples and analysed by Illumina HiSeq 2000 sequencing at the Beijing Genomics Institute. Each sample was used to generate both a mRNA transcriptome library as well as a small RNA library. The mRNA transcriptome sequencing used paired-end reads of 2 x 100 nucleotides from a 160 bp insert library.

### miRNA identification

Small RNA data processing was carried out as previously described [15], except that instead of annotating known miRNAs by comparison to miRBase, precursors were initially scanned by BLASTn against the set of previously reported *P*. *aegeria* miRNAs [15]. The dataset used in the previous study [15] was generated by pooling RNA in equal amounts from various life-cycle stages of the Speckled Wood butterfly, thereby eliminating potential bias from any one tissue. Sequences without hits against this dataset were subject to additional processing to remove hits against repetitive elements and non-coding RNAs, as well as precursors with reads mapping only to one arm and those with <95% of reads on either arm with the same 5’ starting position. Only sequences with >50 dominant arm reads in Zonza or >18 dominant arms in St Hubert were retained for annotation. The introduction of a minimal read count is because in this study we are focussing on miRNAs with putative ovarian function, whereas in Quah et al. [15] we were searching for all miRNAs; the minimal read counts chosen for the two samples are equivalent after compensating for relative miRNA sequencing depth. All shortlisted candidates were then compared against miRBase 20 to identify known miRNAs which were not have been found in the original *P*. *aegeria* miRNA survey [15]. The same cutoff values described above were used to determine if a known miRNA was expressed in both ovarian samples.

Read counts for each mature product, as generated by miRDeep2 [23], were cross-checked by running the quantifier.pl script in the miRDeep2 package, using known *P*. *aegeria* miRNA precursors for read mapping. Both approaches generated similar read count data. Raw read counts for the Zonza and St Hubert samples, as well as for the original pooled dataset, were normalised against the total number of miRNA reads in each sample.

### Transcriptome assembly

To assemble a reference ovarian mRNA transcriptome, raw RNAseq reads were processed at source for removal of low quality reads and adaptor trimming. Read quality was then validated by checking FASTQ data using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and the first 16 bases trimmed off all reads. Reads from Zonza and St Hubert were pooled and assembled using the Trinity assembler (version: trinityrnaseq_r20140717) [24] to generate a combined *P*. *aegeria* ovarian transcriptome assembly containing 54,861 contigs. Contig FPKM (Fragments Per Kilobase of exon per Million of fragments mapped) values for each sample were determined using RSEM [25]. In order to retain only biologically interpretable contigs, we employed a multi-step approach to annotation. Contigs were first screened by BLASTn against the nr database on NCBI to reduce the number of misassembled contigs in the dataset. Remaining contigs were then compared by BLASTn against the *P*. *aegeria* ovarian transcriptome reported by Carter et al. [14]. A referenced list of proteins with known roles in ovarian and egg function [14] was also used to screen the combined transcriptome assembly by tBLASTn. All BLAST searches were subject to an E-value cutoff of 1e-05. Only contigs with hits to one or more of these datasets were retained, leaving 17,636 annotated contigs (S1 Table) which were further characterised using Blast2GO [26]. This involved screening contigs by BLASTx followed by mapping and annotation. InterProScan and ANNEX were used to augment annotation of GO terms. GO terms were condensed using the generic GO Slim subset.

Raw data for both miRNA and total RNA sequencing are available via the Gene Expression Omnibus (accession: GSE72090) along with the combined ovarian transcriptome assembly.

### Statistical analyses

Total read counts (S2 Table) for miRNAs in each of the datasets were used for statistical analysis. miRNAs were designated ‘lineage-specific’ if found only in *P*. *aegeria* and ‘conserved’ if present in any other species. A two-tailed Mann-Whitney U test was conducted to determine if expression levels differed significantly between conserved and lineage-specific miRNAs in any of the datasets. We also conducted a Spearman’s rho analysis to examine correlation between miRNA age and expression level.

### miRNA target prediction

miRNA target prediction was carried out using the PITA algorithm [27] with default parameters. Only predictions with a score of -10 or below were accepted as predicted hits.

## Results

### Small RNA sequencing and data processing

We constructed and sequenced small RNA libraries from ovaries of the Speckled Wood butterfly *P*. *aegeria* to identify miRNAs expressed in the lepidopteran ovary. To allow for possible differences dependent on geography, climate or diet, we analysed females from two distinct populations from different parts of Europe: St Hubert in Belgium and Zonza in Corsica. Total RNA was extracted from ovaries and used to construct small RNA libraries for each sample. 

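The small RNA data comprised 1 library per population, St Hubert and Zonza, made from the ovaries of 2 females per population sacrificed 6 days after mating. The authors deposited the number of reads that miRDeep2 counted on each miRNA precursor and on its 5' and 3' arms, as raw counts without normalisation. The Zonza counts list 81 miRNAs with 1049925 reads, and the lowest total is 5 reads. The St Hubert counts list 67 miRNAs with 373413 reads, and the lowest total is 19 reads. The total of every listed miRNA equals the total in the paper's S2 Table (67 of 67 and 81 of 81). S2 Table gives a further 22 known miRNAs for St Hubert, with at most 15 reads each and 177 reads together. These totals were taken from S2 Table, which brought the St Hubert library to 373590 reads. Their reads per arm are not known, so the total stood in for the dominant arm. The miRNA reads were 1.56% of the raw reads the paper gives for St Hubert and 4.64% of those it gives for Zonza. The Zonza library was thus 2.81 times as deep in miRNA reads. Counts were divided by the total miRNA reads of the library, as in the paper, and counts of the pooled whole-body library (3613314 miRNA reads) were taken from S2 Table. The split into conserved and lineage-specific miRNAs came from the italics of S2 Table. With 1 library per population there is no replicate check, and no test between the populations was made. Intervals are at the 95% level and cover counting error only, since reads of a PCR-amplified library are not independent molecules.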

A total of 46,481,949 Illumina HiSeq reads were obtained (22,604, 869 for Corsica and 23,877,080 for Belgium). After filtering reads to remove possible degradation products and non-miRNAs, these were compared to a published dataset of *P*. *aegeria* miRNAs [15].

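The paper's earlier whole-body set holds 139 known P. aegeria miRNAs. At least 1 read was counted for 80 of them in St Hubert, 22 of these from S2 Table alone, and for 76 in Zonza. With the newly described miRNAs included, 89 miRNAs had reads in St Hubert and 81 in Zonza.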

Of the 139 previously known miRNAs in *P*. *aegeria* [15] we obtained reads for 80 and 76 miRNAs in the ovary-specific samples for St Hubert and Zonza respectively (S2 Table). Some of these were expressed at low levels and should not be considered as candidates for ovarian function; using read-count cut-off thresholds, we reduced this number to 58 and 57 in St Hubert and Zonza respectively. Of these, 52 known miRNAs are expressed above cutoff threshold in both populations (Fig 1, S2 Table). In addition, a total of 11 miRNAs that had not been previously described in *P*. *aegeria* were found; 2 were present in the Zonza sample only, 6 in the St Hubert sample only, and 3 in both (B-0070/C-0072, B-0210/C-0160 and B-0401/C-0173; Table 1). 

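The cut-offs of more than 18 dominant arm reads in St Hubert and more than 50 in Zonza come to 48.2 and 47.6 RPM of miRNA reads. Applied to the dominant arm of each deposited count, they left 56 known miRNAs in St Hubert and 55 in Zonza. Applied to the total reads of both arms, they left 58 and 57. The 4 miRNAs that passed on the total only were miR-745 and Par-240 in St Hubert and miR-965 and Par-168 in Zonza. The total of miR-745 was 19 reads, with 9 on the 5' arm and 10 on the 3' arm. Par-240 had 21 reads, 14 of them on its dominant arm. The total of miR-965 was 52 reads with 27 on the dominant arm, and that of Par-168 was 60 reads with 32 on the dominant arm. With each cut-off at 9 and 25 reads, 66 and 62 known miRNAs passed, which was the largest shift among the alternatives for St Hubert. At 9 reads, St Hubert miRNAs known only from S2 Table, such as miR-13b with 15 reads, passed on total reads, so this number mixes the measures.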

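By dominant arm reads, 51 known miRNAs were above the cut-off in both libraries and 60 in at least 1 library. By total reads these numbers were 52 and 63. With each cut-off doubled, 42 known miRNAs passed in both.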

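All 11 newly described miRNAs passed the dominant arm cut-off of each library that lists them. B-0070/C-0072 had 291 reads in St Hubert and 574 in Zonza, B-0210/C-0160 had 97 and 262, and B-0401/C-0173 had 27 and 137. The 6 listed for St Hubert only had from 48 reads (B-0319) to 472 reads (B-0042). Those listed for Zonza only were C-0149 with 378 reads and C-0261 with 56 reads. The lowest dominant arm count of a listed newly described miRNA was 21 reads in St Hubert and 54 reads in Zonza, and the paper also filtered candidates on their arms, read starts and repeat hits, so an unlisted one is not necessarily without reads. At the same share of miRNA reads, each of the 8 miRNAs listed in 1 library only would have passed the cut-off of the other library, which comes to nearly the same RPM. The closest was C-0261, for which 19.2 dominant arm reads would have been expected in St Hubert against the cut-off of 18. The hairpins are not all distinct in sequence. The precursors of B-0112 (83 bases) and C-0149 (111 bases) share an identical stretch of 81 bases, while no other pair among the 55 pairs of newly described hairpins shares more than 38. The 5' product is guugucacucacucagaagaca in both. With these entries counted as 1 hairpin, a choice made after seeing the sequences, 5 newly described miRNAs were listed for St Hubert only, 1 for Zonza only and 4 for both. B-0042 and B-0218, both listed for St Hubert only, are identical at 85 of 88 aligned positions and were kept apart. B-0042, B-0070/C-0072, B-0112, B-0210/C-0160, B-0218 and C-0149 form a family of 6 hairpins linked by shared stretches of at least 20 bases. This threshold leaves out B-0319, which shares 12 bases in a row with B-0070/C-0072 but is identical to it at 72 of 93 aligned positions. In St Hubert, B-0112 and B-0210/C-0160 have nested 3' products and the same count of 88 reads on the 3' arm. In Zonza, C-0149 and B-0210/C-0160 have the 3' product ucacuggguguagugauuacu and 243 reads each on that arm.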

The total number of miRNAs identified as expressed in *P*. *aegeria* ovary is therefore 74 (63 previously described miRNAs and 11 newly discovered), with a total of 55 miRNAs expressed in the ovary in both populations.

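The dominant arm cut-off gave 71 miRNAs in at least 1 library and 54 in both, with 65 in St Hubert and 60 in Zonza. Total reads gave 74 and 55. Over the halved and doubled cut-offs the number in both libraries ranged from 60 to 44. At the halved cut-offs it includes some miRNAs that passed in St Hubert on total reads.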

**Fig 1:**
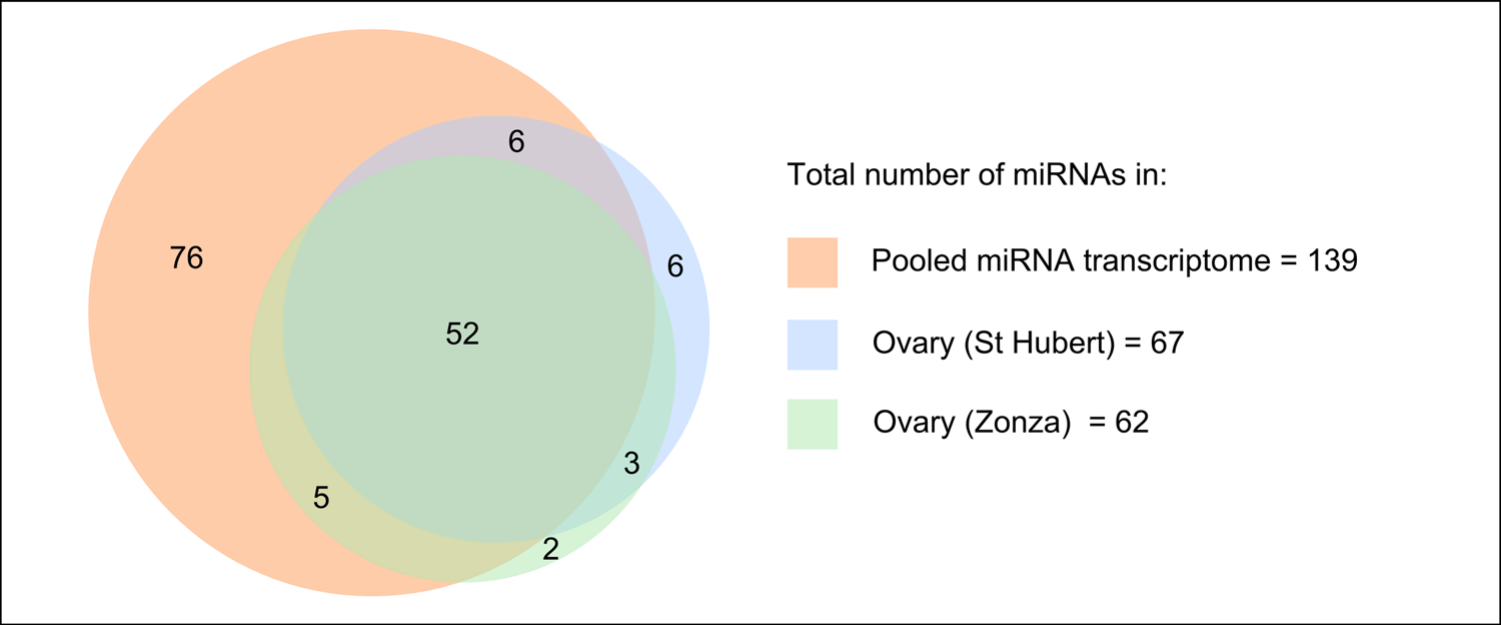
Distribution of miRNAs in each small RNA library.

**Table 1:** miRNAs identified in this study which were not found in a whole body pooled transcriptome reported earlier [15].

ID	Primary sequence	5' mature product	3' mature product
B-0401/C-0173	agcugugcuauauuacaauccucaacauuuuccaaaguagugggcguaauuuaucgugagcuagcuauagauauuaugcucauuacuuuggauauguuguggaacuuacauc	uccaaaguagugggcguaauuuau	auauuaugcucauuacuuuggau
B-0042	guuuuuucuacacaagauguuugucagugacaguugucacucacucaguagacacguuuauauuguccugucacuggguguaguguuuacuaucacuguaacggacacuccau	guugucacucacucaguagaca	ucacuggguguaguguuuacuau
B-0070/C-0072	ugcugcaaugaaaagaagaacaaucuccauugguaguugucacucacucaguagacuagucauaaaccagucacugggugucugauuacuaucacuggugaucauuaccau	guugucacucacucaguagacu	ucacugggugucugauuacua
B-0112	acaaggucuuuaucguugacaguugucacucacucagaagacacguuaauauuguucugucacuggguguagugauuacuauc	guugucacucacucagaagaca	ucacuggguguagugauuacuau
B-0164	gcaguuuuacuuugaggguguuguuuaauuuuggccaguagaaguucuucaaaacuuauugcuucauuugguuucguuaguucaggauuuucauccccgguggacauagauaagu	uguuuaauuuuggccaguagaagu	ucauuugguuucguuaguucagga
B-0210/C-0160	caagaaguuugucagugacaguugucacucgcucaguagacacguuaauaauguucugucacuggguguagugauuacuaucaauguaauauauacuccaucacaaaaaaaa	guugucacucgcucaguagaca	ucacuggguguagugauuacu
B-0218	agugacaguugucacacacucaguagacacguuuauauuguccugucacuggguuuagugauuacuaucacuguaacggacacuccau	guugucacacacucaguagaca	ucacuggguuuagugauuacuau
B-0298	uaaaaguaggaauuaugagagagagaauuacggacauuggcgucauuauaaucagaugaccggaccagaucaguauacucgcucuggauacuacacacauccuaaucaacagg	gagagaauuacggacauuggcgu	cagaucaguauacucgcucugga
B-0319	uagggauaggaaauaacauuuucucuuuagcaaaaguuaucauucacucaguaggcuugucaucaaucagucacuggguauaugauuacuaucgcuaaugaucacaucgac	aaguuaucauucacucaguaggcu	ucacuggguauaugauuacua
C-0149	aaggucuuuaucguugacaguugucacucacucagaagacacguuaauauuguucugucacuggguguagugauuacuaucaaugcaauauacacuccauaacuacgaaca	guugucacucacucagaagaca	ucacuggguguagugauuacu
7C-0261	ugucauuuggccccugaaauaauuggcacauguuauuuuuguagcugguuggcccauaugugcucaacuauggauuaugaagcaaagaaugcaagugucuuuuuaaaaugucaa	uauuuuuguagcugguuggcccau	uggauuaugaagcaaagaaugcaa

### Effect of miRNA age on expression level

We categorised the miRNAs present in the updated *P*. *aegeria* dataset by age, defining ‘conserved’ miRNAs as those present in *P*. *aegeria* and at least one other species and ‘lineage-specific’ miRNAs as those not found (or predicted in genome sequence) outside of the Speckled Wood. To test if the 11 newly discovered miRNAs are encoded by lineage-specific genes, or are evolutionarily older, each was investigated by using BLASTn against all known miRNA precursors on miRBase and their inferred pre-miRNA sequences were compared by BLASTn against the available genomes of other Lepidoptera (*Heliconius melpomene*, *Danaus plexippus*, *Manduca sexta*, *Bombyx mori*, *Plutella xylostella* and *Cameraria ohridella*) as well as that of the caddisfly (*Glyphotaelius pellucidus*). 

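B-0401/C-0173 has the 5' product uccaaaguagugggcguaauuuau and the 3' product auauuaugcucauuacuuuggau, at positions 31 to 54 and 71 to 93 of its precursor of 112 bases, counted from the 5' end. The 3' product was the dominant arm, with 21 of its reads in St Hubert and 129 in Zonza, against 6 and 8 reads on the 5' arm. In the alignment of S1 Fig, the 3' product was identical over all 23 bases in Danaus plexippus, Manduca sexta and Polygonia c-album, and over 22 bases in Heliconius melpomene and Bombyx mori. The 5' product of 24 bases was identical at 23 bases in D. plexippus, 22 in M. sexta, 21 in H. melpomene and P. c-album, and 20 in B. mori. In S2 Table this miRNA is listed at 0 reads in the pooled library.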

One sequence, B-0401/C-0173, was orthologous to miR-2763 (S1 Fig), which likely originated in the common lepidopteran ancestor [15], but was not previously identified in a whole body small RNA library for *P*. *aegeria* pooled across multiple developmental stages including adult females [15]; the other 10 sequences are thus far specific to *P*. *aegeria* and inferred to have arisen more recently. Combining these data with the 139 known *P*. *aegeria* miRNAs and their times of origin gives a total of 83 conserved and 67 lineage-specific miRNAs in this species.

The total number of reads mapped to each miRNA precursor was taken as a measure of expression level and compared between conserved and lineage-specific miRNAs in St Hubert, Zonza, and the pooled miRNA transcriptome reported in Quah *et al* [15]. 

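By the italics of S2 Table, 82 of the 150 miRNAs are conserved and 68 lineage-specific. In St Hubert, reads were counted for 55 conserved miRNAs, from 1 to 288099 reads, and for 34 lineage-specific miRNAs, from 3 to 1935 reads. In Zonza, reads were counted for 55 conserved miRNAs, from 7 to 873884 reads, and for 26 lineage-specific miRNAs, from 5 to 5586 reads. Over all 150 miRNAs, the quartiles of the conserved class were 0 and 451 reads in St Hubert and 0 and 643 reads in Zonza.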

There is a large spread of expression levels detected for both conserved and lineage-specific miRNAs in each of the three datasets. 

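Total reads per precursor were ranked over all 150 miRNAs, those at 0 reads included. In St Hubert the median was 23.0 reads for conserved and 1.5 reads for lineage-specific miRNAs, with U = 2097 (two-sided permutation test, p = 0.00649, Benjamini-Hochberg adjusted 0.00649 over the 2 libraries). With tied pairs split evenly between the classes, the conserved miRNA was the higher in 62.4% of all pairs of a conserved and a lineage-specific miRNA. In Zonza the medians were 56 and 0 reads, with U = 1765 (two-sided permutation test, p = 6e-05, adjusted 0.00012). The share of pairs, with ties split evenly, was 68.3%. Pairs at 0 reads are tied, so in both libraries the conserved miRNA was strictly the higher in a smaller share of pairs. In the pooled counts of S2 Table, U was 771.5. In St Hubert the share of pairs with ties split evenly moved most without the 11 newly described miRNAs (65.8%, U = 1607, two-sided permutation test, p = 0.00103). For Zonza it moved most over the miRNAs above the cut-off (74.1%). The alternatives differ in how many pairs are tied at 0 reads, so this order holds only for ties split evenly. The p-value rose most with the restriction to miRNAs with reads. In St Hubert, U over these 89 miRNAs was 720 (two-sided permutation test, p = 0.0686), and over the 65 miRNAs above the cut-off it was 347 (two-sided permutation test, p = 0.0617). In Zonza, U was 496 over the 81 miRNAs with reads (two-sided permutation test, p = 0.0257) and 201.5 over the 60 above the cut-off (two-sided permutation test, p = 0.00257). These tests run across miRNAs within a library, and miRNAs are not independent replicates.

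**Figure D1:**
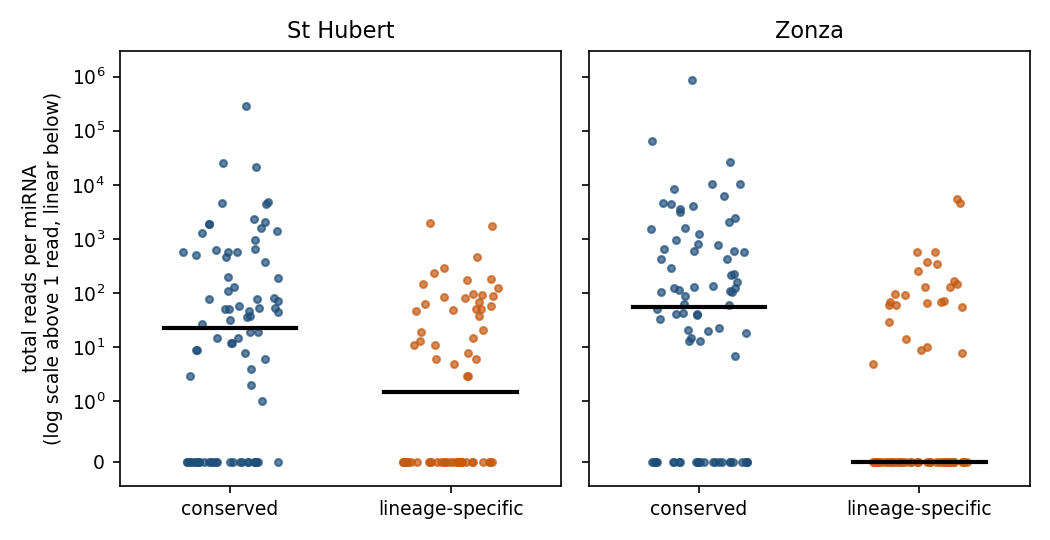
Total reads per miRNA (vertical axis, logarithmic above 1 read and linear below) for the 82 conserved and 68 lineage-specific miRNAs in the St Hubert and Zonza ovary libraries. Each point is 1 miRNA and each bar is the median, which lies at 23.0 and 1.5 reads in St Hubert and at 56 and 0 reads in Zonza.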

A significant difference in median expression levels was observed between conserved and lineage-specific miRNAs (two-tailed Mann-Whitney U test; U(148) = 802.5 (*P* << 0.001; pooled sample), U(148) = 2134 (*P* < 0.05; St Hubert), U(148) = 1798 (*P* < 0.05; Zonza)) in each of the transcriptomes (Fig 2). In addition, the miRNAs with the highest expression levels in each dataset are all members of deeply conserved miRNA gene families, and there is a statistically significant correlation between miRNA age and expression level (Correlation analyses, Spearman’s rho = 0.582 (*P* << 0.001; pooled sample), 0.221 (*P* < 0.05; St Hubert), and 0.320 (*P* << 0.001; Zonza)).

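Spearman's rho between read count and age class (lineage-specific or conserved) was 0.221 in St Hubert (bootstrap SE 0.0784; two-sided permutation test, p = 0.00685, adjusted 0.00685 over both libraries) and 0.333 in Zonza (bootstrap SE 0.0748; two-sided permutation test, p = 3e-05, adjusted 6e-05). It was 0.624 in the pooled counts of S2 Table. S2 Table gives only the 2 classes, so rho was computed over these and not over dates of origin. Without the 11 newly described miRNAs, rho was 0.281 in St Hubert (two-sided permutation test, p = 0.00101), and among miRNAs with reads it was 0.194 (two-sided permutation test, p = 0.0704). Conserved miRNAs held 98.3% of all miRNA reads in St Hubert and 98.7% in Zonza. The 7 most abundant miRNAs were conserved in both libraries. Lineage-specific Par-017 ranked 9 in St Hubert with 1935 reads and 8 in Zonza with 5586 reads, and lineage-specific Par-013 ranked 12 and 9 with 1714 and 4723 reads.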

**Fig 2:**
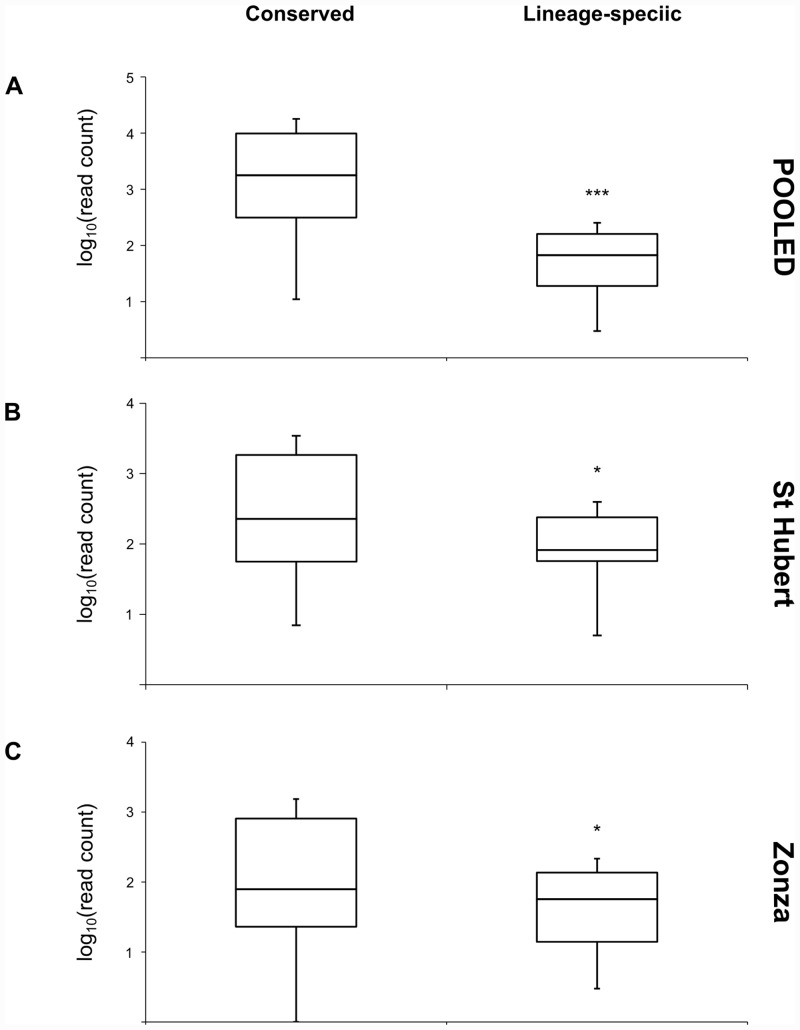
Comparison of miRNA expression levels. Distribution of expression levels for conserved and lineage-specific miRNAs in (A) pooled miRNA transcriptome, (B) St Hubert and (C) Zonza.

### Older miRNAs are enriched in the ovary

We studied relative proportions of conserved and lineage-specific miRNAs expressed in the ovary and compared these to the proportions observed in the pooled transcriptome (Fig 3). Ovarian expression of each miRNA was defined by its detection above cut-off levels in both populations. There is a higher proportion of conserved miRNAs (64%) expressed in the ovary compared to that in the pooled miRNA transcriptome (47%, chi-square *P* < 0.05).

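Of the 54 miRNAs above the dominant arm cut-off in both libraries, 40 were conserved and 14 lineage-specific, a conserved share of 74.1% (95% Wilson interval 61.1% to 83.9%). Of the 139 miRNAs of the pooled transcriptome, 81 were conserved, a share of 58.3% (50.0% to 66.1%). The difference was 15.8 percentage points (two-sided Fisher's exact test, p = 0.0474). The sets overlap, so the known miRNAs were also compared among themselves. Of the 51 known miRNAs in the ovary set 39 were conserved, against 42 of the other 88, which is 76.5% against 47.7% (two-sided Fisher's exact test, p = 0.00122). With miRNAs above the cut-off in at least 1 library as the ovary set, the share was 60.6% (43 of 71; two-sided Fisher's exact test, p = 0.769). Most miRNAs that passed the cut-offs were abundant in the pooled library. With class labels permuted within 5 bins of pooled abundance, 42.2 conserved known miRNAs were expected in the ovary set against the 39 observed (two-sided permutation test, p = 0.0596).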

**Fig 3:**
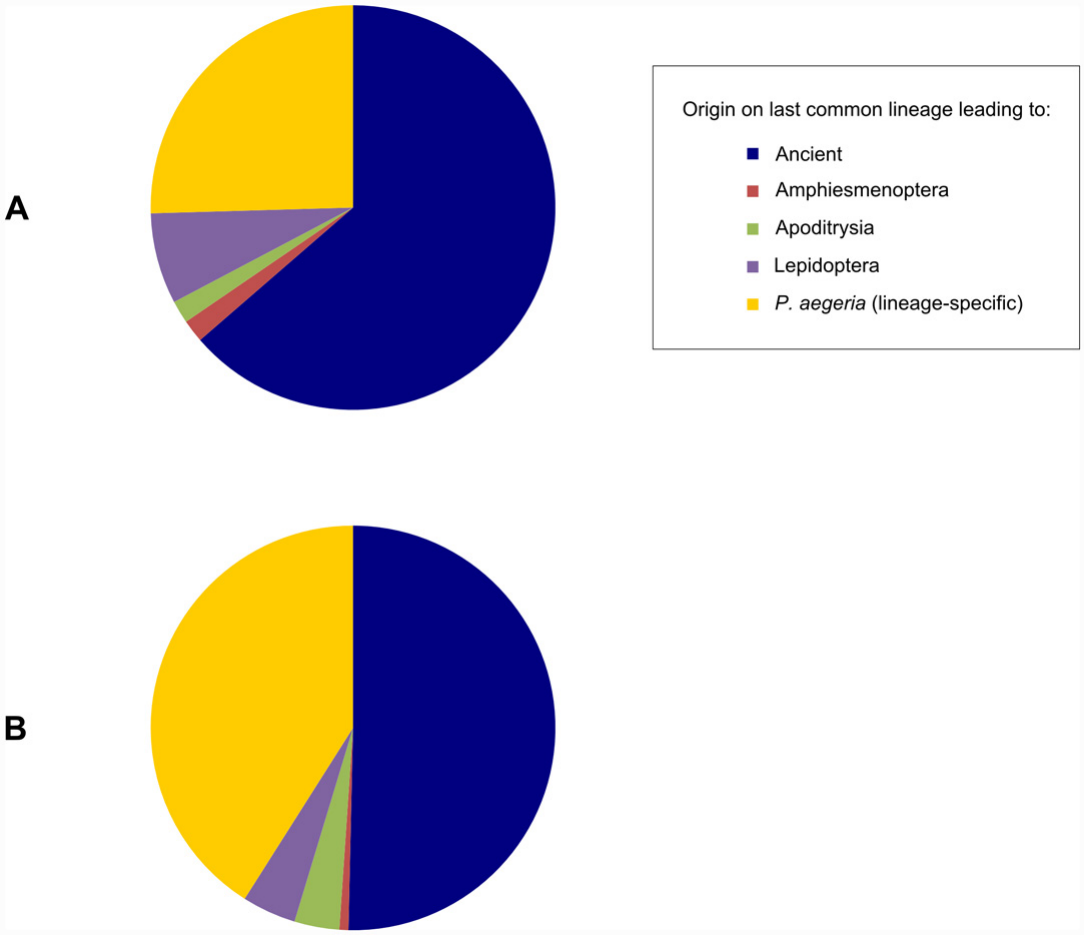
Proportion of miRNAs by age in *P*. *aegeria* whole body and ovarian transcriptomes. Pie chart showing the proportions of conserved miRNAs originating on each lineage which are (A) present in both St Hubert and Zonza ovarian transcriptomes and (B) present in the original pooled transcriptome reported in Chapter 3. ‘Ancient’ miRNAs are defined as those originating prior to the emergence of the Amphiesmenoptera (clade consisting of Lepidoptera and Trichoptera).

### Ovarian-specific and ovarian-upregulated miRNAs

The most abundant miRNAs identified in the ovary are (in decreasing order of abundance) miR-989, miR-263a and miR-1. This observation is consistent between St Hubert and Zonza. 

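miR-989 held 77.1% of the miRNA reads in St Hubert (288099 reads; 95% Wilson interval 77.0% to 77.3%) and 83.2% in Zonza (873884 reads; 83.2% to 83.3%). miR-263a held 6.64% (24821 reads; 6.56% to 6.72%) and 6.06% (63593 reads; 6.01% to 6.10%). miR-1 held 5.66% (21127 reads; 5.58% to 5.73%) and 2.56% (26920 reads; 2.53% to 2.59%). Together these 3 miRNAs made up 89.4% of the reads in St Hubert and 91.9% in Zonza. In dominant arm reads, the share of miR-989 was 77.5% and 83.4%, and the order of the 3 was the same. Because miR-989 takes so large a share, a change in it moves the share of every other miRNA in the library. Reads of whole dissected ovaries do not separate the tissues that express miR-1.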

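miR-993 had 4611 reads in St Hubert and 8301 in Zonza, or 1.23% and 0.791% of miRNA reads, at ranks 5 and 6. miR-184 had 4805 and 10233 reads, or 1.29% and 0.975%, at ranks 4 and 5. miR-2755 held 1.19% of reads in St Hubert and 0.982% in Zonza, which placed it at rank 6 in St Hubert and at rank 4, above both, in Zonza. Of the 10 most abundant miRNAs of each library, 9 were common to both. Relative to the pooled library, the share of miR-993 was 1.20-fold in St Hubert (exact 95% interval 1.16 to 1.23) and 0.766-fold in Zonza (0.748 to 0.784). These folds depend on the scaling: without miR-989 in the totals they were 4.45 and 3.89. In the pooled counts of S2 Table, miR-1 held 44.6% of miRNA reads, miR-989 14.9% and let-7 13.1%, while let-7 held 0.507% in St Hubert and 0.584% in Zonza.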

Other consistently highly-expressed ovarian miRNAs include miR-993 and miR-184 (Table 2). In the pooled whole-body miRNA transcriptome, miR-1 is the most abundantly expressed sequence, followed by miR-989 and let-7; miR-263a and miR-993 are relatively highly expressed in the pooled transcriptome.

**Table 2:** The ten most abundant miRNAs ranked by expression in the whole body pooled transcriptome and each of the St Hubert and Zonza ovarian transcriptomes.

Rank	Whole body (pooled)	Ovary (St Hubert)	Ovary (Zonza)
1	Pae-miR-1	Pae-miR-989	Pae-miR-989
2	Pae-miR-989	Pae-miR-263a	Pae-miR-263a
3	Pae-let-7	Pae-miR-1	Pae-miR-1
4	Pae-miR-184	Pae-miR-184	Pae-miR-2755
5	Pae-miR-2766	Pae-miR-993	Pae-miR-184
6	Pae-miR-10a	Pae-miR-2755	Pae-miR-993
7	Pae-miR-31	Pae-miR-279d	Pae-let-7
8	Pae-miR-2755	Pae-miR-279b	Par-017
9	Pae-miR-263a	Par-017	Par-013
10	Pae-miR-281	Pae-let-7	Pae-miR-279b

The above analyses reveal which miRNA genes are highly expressed in ovary, but this list includes miRNAs expressed in a range of tissues, as well as ovarian-upregulated sequences. To gain insight into the role of miRNAs in ovarian function, we wished to identify the latter category of miRNAs. Mature and dominant arm read counts for all miRNAs were normalised against the total number of miRNA reads per sample, and then compared with normalised read counts from the pooled miRNA dataset for *P*. *aegeria* from Quah et al. [15]. miRNAs with dominant arm read counts below a cutoff value in the Belgian and Corsican samples were deemed to not be expressed and excluded from analysis. These analyses identified five miRNAs with > 4-fold upregulation in both libraries (Table 3): Pae-miR-989, Pae-miR-263a, Par-247, Par-340 and Par-341. 

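The fold is the share of miRNA reads in an ovary library over the share in the pooled library, from total reads. The interval after each fold is an exact 95% interval. Exactly 5 miRNAs were above 4-fold in both libraries and above the cut-off in both. Par-247 was 27.5-fold in St Hubert (125 reads, 19.3 to 39.7) and 11.4-fold in Zonza (146 reads, 8.10 to 16.4), over 44 pooled reads. Par-341 was 10.5-fold (52 reads, 6.94 to 15.8) and 5.02-fold (70 reads, 3.43 to 7.40), over 48 pooled reads. Par-340 was 10.3-fold (6.81 to 15.5) and 4.92-fold (3.36 to 7.23), over 49 pooled reads. For Par-340 and Par-341, which have the same 5' product, the interval in Zonza reaches below 4. miR-989 was 5.18-fold (5.15 to 5.20) and 5.59-fold (5.57 to 5.60). miR-263a was 4.52-fold (4.45 to 4.58) and 4.12-fold (4.07 to 4.17). Leaving miR-989 out of the totals multiplied every fold by 3.72 in St Hubert and 5.08 in Zonza, and 9 miRNAs were then above 4-fold in both, the same 5 among them. TMM scaling by edgeR multiplied them by 1.74 and 2.53 and left the same 5. Median-of-ratios size factors gave 6, with Par-118 added. All these scalings raise every fold, so by construction none of the 5 could fall below 4 under them. At 8-fold only Par-247 passed in both libraries. From these folds the paper defines the ovarian-upregulated miRNAs and takes them forward to target prediction.

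**Figure D2:**
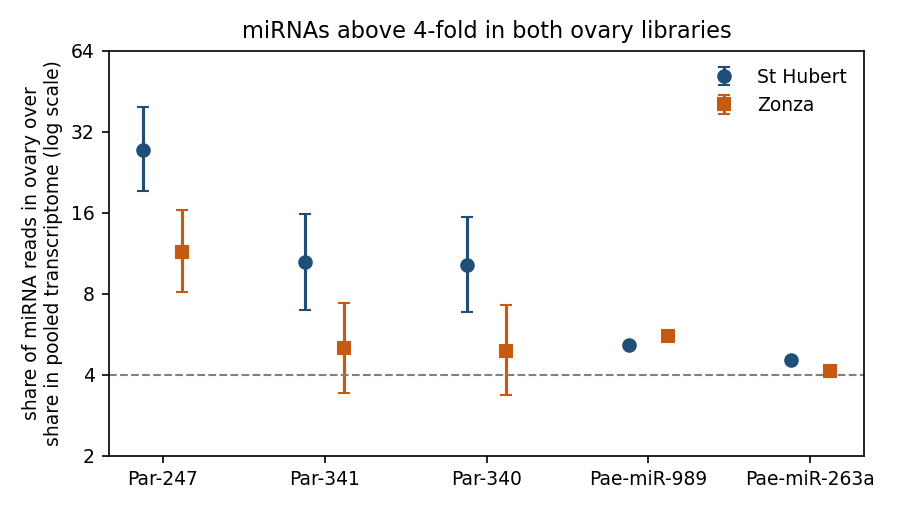
Share of miRNA reads in the ovary over the share in the pooled transcriptome (vertical axis, logarithmic) for the 5 miRNAs above 4-fold in both libraries, in St Hubert (circles) and Zonza (squares). Bars are exact 95% counting intervals, too narrow to see for miR-989 and miR-263a, and the dashed line is at 4; Par-247 lies highest, at 27.5 and 11.4.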

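A total of 5 known miRNAs were above the cut-off and above 4-fold in 1 library only, all of them lineage-specific. In St Hubert these were Par-222 at 6.81-fold (57 reads), Par-145 at 6.15-fold (237 reads) and Par-212 at 4.87-fold (63 reads). In Zonza they were Par-542 at 30.3-fold (97 reads over 11 pooled reads) and Par-094 at 4.41-fold (128 reads). Par-222 had 14 reads in Zonza, 0.595-fold the pooled share (exact 95% interval 0.311 to 1.06), and the other 4 are at 0 reads in the other library. Par-542 shares its 5' product, aaggcacucuguggaauauua, with Par-543, and the deposited counts give 96 reads to the one and 3 to the other on that arm. With the 8 newly described miRNAs listed in 1 library only, this makes 13. TMM scaling and median-of-ratios size factors each gave 8 known miRNAs in 1 library only, and totals without miR-989 gave 10.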

An additional 13 miRNAs showed up-regulation in just one ovary sample, or were only detected in either ovarian dataset but not in the pooled miRNA transcriptome (Fig 4, S2 Table). As Par-340 and Par-341 share 3’ arm reads, we group them together (Par-340/341) for the purpose of analysis. These four ‘ovarian-upregulated’ miRNA sequences can be combined with the three newly identified ‘ovary-specific’ miRNAs common to both samples (described above), to form a category of seven ‘ovary set miRNAs’ for further analysis.

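In the deposited counts Par-340 and Par-341 have an identical 5' product, ugggauauuauaggauugucuga, with 51 reads on the 5' arm of each in St Hubert and 69 on that of each in Zonza. On the 3' arm each has 1 read in each library. The 2 entries may therefore hold the same reads, in which case their counts are not independent.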

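Among the 3 newly described miRNAs of the ovary set, the dominant arm of B-0070/C-0072 differed between the libraries. Its 5' arm had 173 of 291 reads in St Hubert (59.5%, 95% Wilson interval 53.7% to 64.9%) and 130 of 574 in Zonza (22.6%, 19.4% to 26.2%; two-sided Fisher's exact test on these libraries' reads, p = 2.48e-26, adjusted 6.7e-25 over 54 miRNAs). This 5' product is identical to that of B-0042 over the first 21 of 22 bases, so reads of either could be counted for both. B-0042 had 466 reads on its 5' arm in St Hubert and is not listed in Zonza. The test compares the reads of these libraries, not the populations. Of the 54 miRNAs above the cut-off in both libraries, 3 had an adjusted p under 0.05 in this test, and B-0070/C-0072 was the only one with another dominant arm. The 5' share of miR-279a was 18.0% and 7.43% (two-sided Fisher's exact test, adjusted p = 2.47e-27), and that of miR-279b was 1.61% and 0.679% (two-sided Fisher's exact test, adjusted p = 0.0108).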

**Fig 4:**
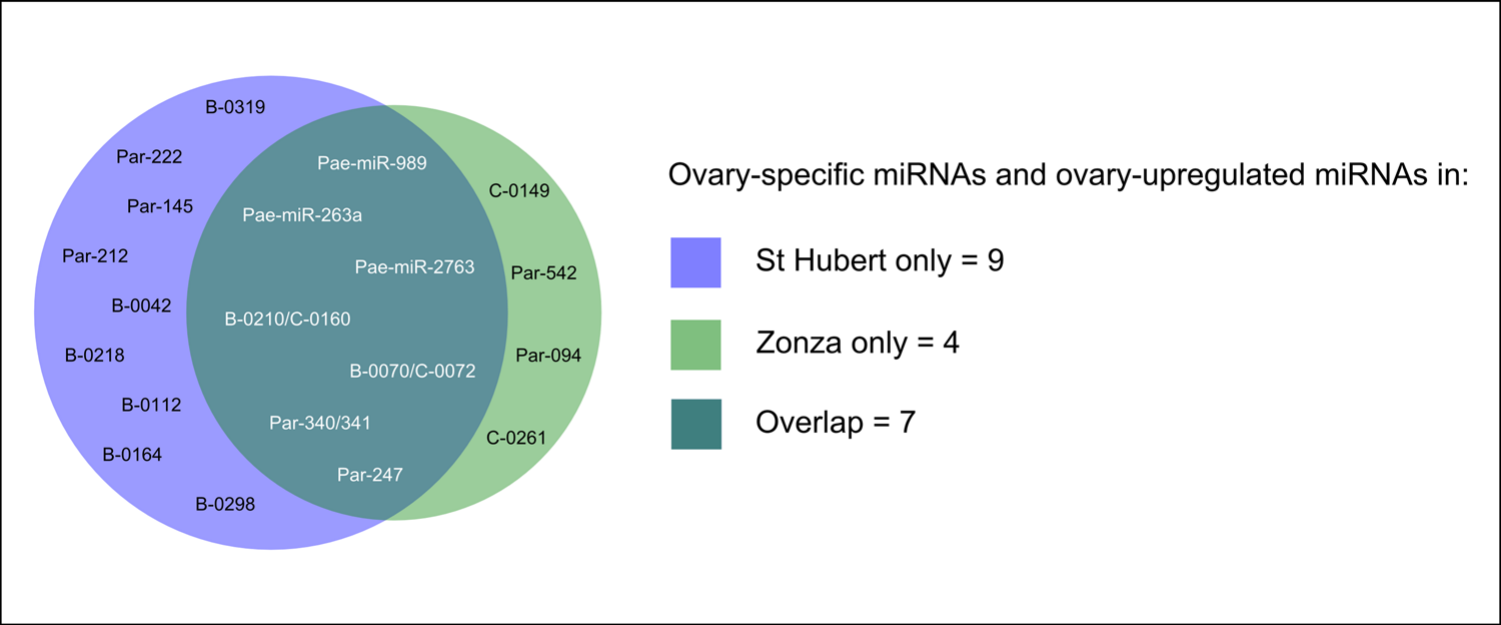
miRNAs with higher abundances in the ovarian datasets relative to the pooled miRNA transcriptome.

**Table 3:** The ‘ovary set’ miRNAs which show greater than 4-fold abundance in both St Hubert (Belgium) and Zonza (Corsica) ovarian transcriptomes relative to the whole body transcriptome. Fold change is calculated from normalized total read. An accurate fold change in abundance cannot be given for the last three miRNAs on the table, as these were detected only in ovarian transcriptomes (both populations) and not at all in the pooled transcriptome.

	Ovary (St Hubert)				Ovary (Zonza)			
miRNA	Total	5'	3'	Fold change	Total	5'	3'	Fold change
Par-247	125	120	5	27.5	146	142	4	11.5
Par-341	52	51	1	10.5	70	69	1	5.0
Par-340	52	51	1	10.3	70	69	1	4.9
Pae-miR-989	288099	32	288067	5.2	873884	88	873796	5.6
Pae-miR-263a	24821	24819	2	4.5	63593	63591	2	4.1
B-0070/C-0072	291	173	118	-	574	130	444	-
B-0210/C-0160	97	9	88	-	262	19	243	-
B-0401/C-0173 (Pae-miR-2763)	27	6	21	-	137	8	129	-

### Identification of putative ovarian miRNA targets

To identify possible mRNAs which may be regulated by the ovary-set miRNAs, we ran target predictions for these miRNAs against ovarian transcriptomes constructed from the same *P*. *aegeria* total RNA extraction. The Illumina HiSeq 2000 platform was used to generate 26,332,892 read pairs for Zonza and 26,466,283 read pairs for St Hubert.

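The mRNA data comprised 1 library per population, made from the same RNA as the small RNA libraries. The authors trimmed the first 16 bases of each read, assembled the reads of both libraries together with Trinity, and estimated FPKM per contig and library with RSEM. They deposited the contigs with a BLAST hit, with the length, FPKM in each library and best hits of each. The deposited FPKM sum to 545687 in St Hubert and 551865 in Zonza. Multiplied by full contig length, they come to 95.1% and 95.7% of the fragments mapped in each library. These estimates are too high where FPKM rest on an effective length shorter than the contig. FPKM are not counts and there are no replicates, so contigs were compared as log2((Zonza + 1)/(St Hubert + 1)) without a test. This scale understates the change of contigs with low FPKM. The comparison covered the 16054 contigs with a mean FPKM of at least 1. The median log2 ratio was 0. Trinity groups contigs into genes, and RSEM divides fragments among the similar contigs of a gene, so FPKM was also summed over the contigs of each Trinity gene, a choice made after seeing the data. Only these annotated contigs with a BLAST hit were summed and counted, so a gene may have further assembled contigs.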

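The annotated assembly holds 17636 contigs of 201 to 16200 bases (median 1885) in 9873 Trinity genes. Of these contigs, 11926 belong to the 4163 Trinity genes with at least 2 contigs. A hit to the earlier P. aegeria ovary transcriptome is given for 15979 contigs. The contig with the highest mean FPKM, c12813_g1_i1, has a follicular epithelium yolk protein subunit as its best hit, with FPKM of 28146.1 in St Hubert and 23095.9 in Zonza. The next highest were a contig of the P. aegeria mitochondrion (11806.7 and 9200.73) and a ubiquitin contig (8033.49 and 8628.58). Between the libraries, on the FPKM + 1 scale, 3479 contigs were more than 2-fold higher in Zonza and 2893 more than 2-fold lower, together 39.7% of the contigs compared. Summed over Trinity genes, 491 of 9459 were higher and 483 lower, together 10.3%. Across contigs, Spearman's rho between the libraries was 0.504, and across Trinity genes 0.919. Genes are not independent replicates, and no p-value was computed. Of the 5 contigs with the largest and the 5 with the smallest log2 ratio at a mean FPKM of at least 10, 8 had a further contig in the same Trinity gene. The calmodulin contigs are an example. One is listed at 0 in St Hubert and at 303.48 in Zonza, and the other at 401.88 in St Hubert and at 0 in Zonza. The remaining pair were the only annotated contigs of their Trinity genes: c27187_g1_i1, a hypothetical protein listed at 0 in St Hubert and at 466.12 in Zonza, and c32225_g1_i1, an uncharacterized protein at 204.57 and 0.06.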

Reads from both samples were pooled to construct a combined transcriptome assembly (Table 4, S1 Table).The PITA target prediction algorithm [27] was used to identify potential targets in the transcriptome for both 5’ and 3’ mature products for each of the 7 ‘ovary-set’ miRNAs.

**Table 4:** Trinity assembly statistics for the separate St Hubert and Zonza mRNA transcriptomes as well as a transcriptome combining reads from both populations. Number of contigs is prior to filtering by BLAST to remove potentially misassembled contigs.

	Combined assembly	St Hubert	Zonza
Number of contigs	54861	40915	45206
Total length	64060799	47311956	51104606
Maximum contig length	16200	16174	14446
N50	2236	2295	2130
N90	439	423	426

We then sought to identify specific miRNA-mRNA target pairs of interest within the dataset. Predicted target contigs corresponding to genes involved in ovarian and egg function [14] are listed in Fig 5. These contigs cover a variety of functions including regulation of egg chamber development, oocyte provisioning and defence against pathogens and the external environment. 

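The deposited annotation names a contig for all 28 genes of Fig 5, and the contig with the highest mean FPKM was taken for each. All but blistered (0.78 in St Hubert and 1.21 in Zonza) had a mean FPKM of at least 1. The highest were exu with 169.9 and 207.72, spoonbill with 100.72 and 99.88, and egl with 85.62 and 67.24. The median log2 ratio of the 27 contigs was -0.06, at percentile 35.4 among 10000 random lists of the same size matched on mean FPKM (middle 95% of the lists -0.33 to 0.34). This percentile describes these libraries. With the 54 contigs named for these genes that have a mean FPKM of at least 1, the median was -0.03. With FPKM summed over Trinity genes it was -0.01. On the FPKM + 1 scale, 3 of the contigs differed by more than 2-fold. With 0.1 in place of 1 there were 4, with Tie added at 7.29 in St Hubert and 3.59 in Zonza. Hemolin is listed at 0 in St Hubert and at 6.56 in Zonza. Rab11 had 44.68 in St Hubert and 0.17 in Zonza, and Krn had 20.51 in St Hubert and is listed at 0 in Zonza. Both have a second contig in the same Trinity gene, and the sums were 44.68 and 38.27 for Rab11 and 20.51 and 22.22 for Krn. The target sites themselves were predicted by the authors with PITA and were not analysed here. For its candidate targets, the paper proposes that the miRNAs may fine-tune gene activity rather than switch it on or off, and adds that this would make the system robust.

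**Figure D3:**
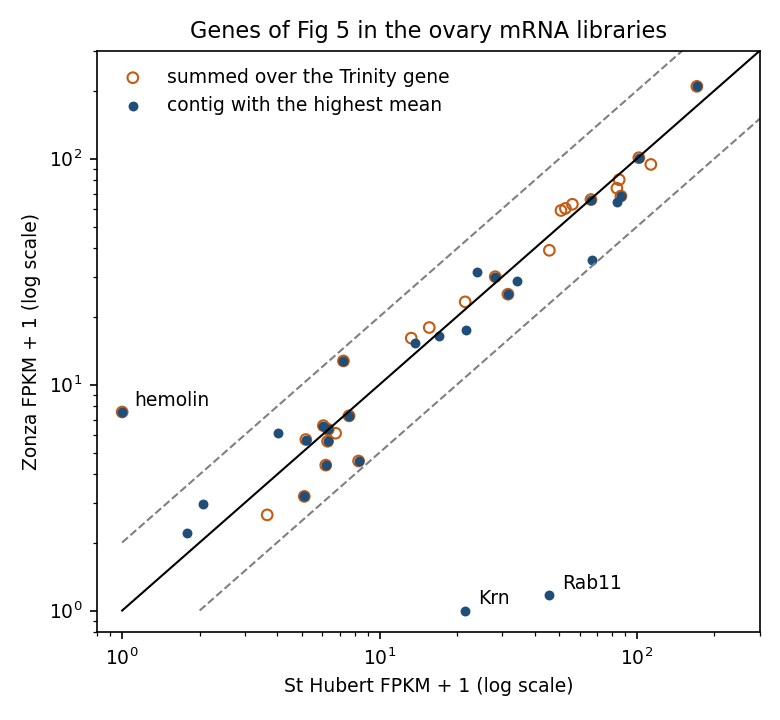
FPKM + 1 of the 28 genes of Fig 5 in the St Hubert (horizontal axis) and Zonza (vertical axis) ovary mRNA libraries, both axes logarithmic. Filled points are the contig with the highest mean FPKM, open circles the sum over its Trinity gene, the solid line marks equal values and the dashed lines a 2-fold difference; the filled points of hemolin, Rab11 and Krn lie outside the dashed lines, and among the sums only hemolin does.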

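The contig annotated as neuroglian (Nrg), c14920_g2_i1, is 3478 bases long and the only annotated contig of its Trinity gene. Its FPKM was 4.1 in St Hubert and 2.2 in Zonza, a log2 ratio of -0.67.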

In many cases, multiple ‘ovary set’ miRNAs are predicted to target the same transcript, an example of which is *neuroglian* (*nrg*) involved in regulation of border cell migration in flies [28].

**Fig 5:**
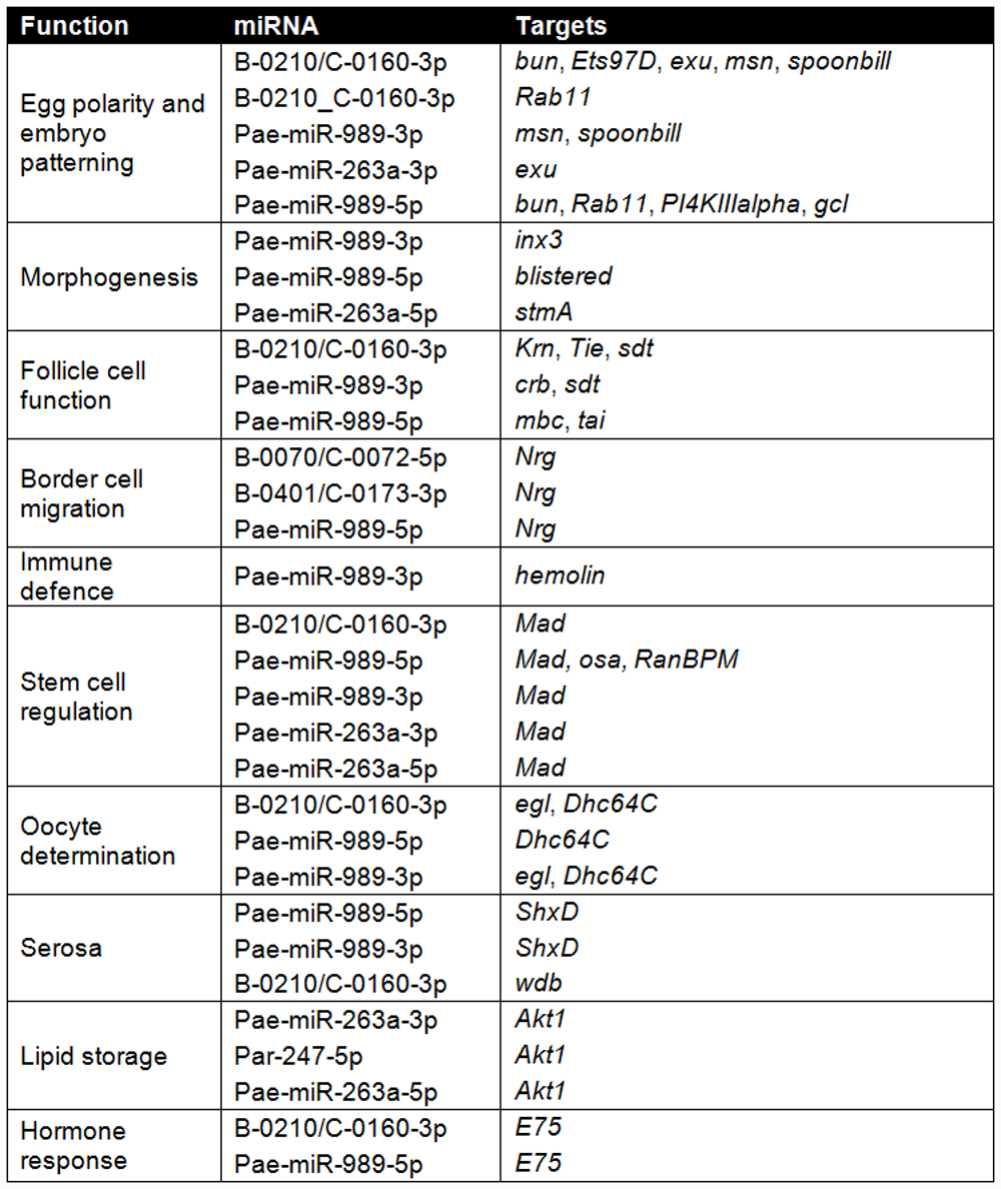
Predicted targets of ‘ovary set’ miRNAs with reported roles in ovarian and egg function.

## Discussion

### Diversity of miRNAs in *Pararge aegeria*

In a previous study, 139 miRNA genes were identified in the Speckled Wood butterfly, *P*. *aegeria* [15]. Through deep sequencing of small RNAs in adult ovaries from two geographically-distinct populations, we have now increased this number to 150 expressed miRNA genes. Of the 11 new miRNAs identified in the ovarian small RNA transcriptome, six are uniquely expressed in the St Hubert sample, two are unique to Zonza, and three were found in both populations.

A common set of 55 miRNAs are expressed in the ovaries of both St Hubert and Zonza. The most highly expressed of these include miRNAs also known to be highly expressed in other insects, such as miR-989 and miR-1. miR-1 is highly conserved across bilaterians [29] and has documented expression in muscle in vertebrates [30,31] and insects [32]. Its expression is also known to be highly abundant in the ovaries of the cockroach *Blatella germanica* [33]. miR-989 is known to be expressed in the ovary in mosquitoes [19] and flies [34].

Twenty-one of the 150 miRNA genes in the *P*. *aegeria* miRNA transcriptome are upregulated at least 4-fold in, or are specific to, the ovary in at least one sample. Seven of these are either upregulated or ovary-specific in both populations. We refer to these seven genes as the ‘ovary set’ miRNAs.

### miRNA age, ovary expression and expression level

New miRNAs tend to be expressed at low levels and in restricted spatiotemporal domains [9,10]. These characteristics would avoid severe fitness penalties due to the minimal requirements for miRNA-target binding and the resultant large number of potential targets in the transcriptome. Over time, deleterious target sites would be purged from the genome and advantageous target sites preserved, enabling the miRNA to increase its expression level and relax its tissue specificity.

Here we utilise our characterisation of the butterfly ovarian miRNA transcriptome, combined with our previous analysis of a pooled whole body and developmental miRNA transcriptome, to examine expression levels of conserved and lineage-specific miRNAs, as well as their relative contribution to the ovarian miRNA transcriptome. We consider separately the two ways in which overall miRNA expression might be increased—breadth of expression domains and level of transcription. Based on the model described above, we would predict that conserved miRNAs exhibit overall higher expression levels in the pooled transcriptome due to a wider range of expression domains. If evolutionarily-younger miRNAs were more tissue-specific miRNAs, these might be predicted to be under-represented in the pooled transcriptome, and reads might even be missed due to dilution effects.

We observed a larger proportion of conserved miRNAs expressed in the ovary compared to the pooled whole-body transcriptome, somewhat at odds with the predictions made by the model. One possible explanation for this is that the whole-body transcriptome includes RNAs from embryonic stages. It has been suggested that the early embryo represents a permissive environment for newly acquired miRNAs to be expressed and exert their effects [35]. Increased representation of young miRNAs in a library comprised of pooled developmental stages may result from such miRNAs being expressed during embryogenesis. An alternative explanation is that the capacity of a particular tissue to tolerate experimentation with novel miRNA expression may vary between tissues; tissues with highly complex transcriptomes such as the primate brain, which provides strong evidence for the above model [11], may differ in their robustness and resultant response to new miRNAs compared to those with simpler transcriptomes. Thus, it is possible that while some tissues express a large number of lineage-specific (young) miRNAs, new miRNAs arising under restricted transcriptional control in less permissive tissues are more likely to be eliminated by selection.

Conserved miRNAs are also predicted to display higher expression levels than lineage-specific miRNAs. A seminal study in mammals [12] reported a striking correlation between expression levels of miRNA families and age. In agreement with this report, deeply conserved miRNAs have the highest expression levels in all our datasets and a significant positive correlation exists between miRNA age and expression level. We also observe that both conserved and young miRNAs possess a wide range of expression levels, and that these ranges overlap substantially with each other. The observation that older lepidopteran miRNAs tend to exhibit higher expression levels is in line with the model of Chen & Rajewsky, and also replicates findings observed in mammals [12]. Our finding that some evolutionarily young miRNAs can also be expressed at high levels may also be reconciled with predictions of the model. Given the constant high turnover of young miRNAs in metazoan genomes [12,15,36], deep sequencing of a particular tissue presents a snapshot of the transcriptome at a given point in time. It is unlikely that there is any mechanistic bias behind miRNA birth to predispose newly-evolved miRNAs to emerge under the control of tissue-specific promoters with low expression levels, but it may be the case that such miRNAs are more likely to subsequently avoid elimination through natural selection.

### Potential conserved ovarian functions for insect miRNAs

A combined transcriptome assembly for both populations was constructed and used for miRNA target prediction on mature 5’ and 3’ products of all seven ‘ovary set’ miRNAs. One of the newly identified miRNAs within the ‘ovary set’ is the Speckled Wood homologue of miR-2763, previously described in the moths *B*. *mori* and *Manduca sexta* [37]. Three potential targets were identified for Bmo-miR-2763 in the *B*. *mori* genome [38]. The first encodes the diapause hormone receptor (*DHR*), expressed in the silkmoth ovary [39], where it is involved in transduction of the diapause hormone signal and exerts regulation over embryonic diapause. The second predicted target, *GRF*, encodes an insect protein related to vertebrate germ cell nuclear factor (GCNF). [40]. GRF may function in ecdysteroid signalling in moths [40]. The third putative target, *GATAβ*, is implicated in choriogenesis [38]. Although these target predictions were not replicated in *P*. *aegeria*, this may be due to partial mRNA predictions in the ovary transcriptome data, so some conservation of function is still possible.

Another miRNA with possible conserved ovarian functions across a wide variety of insect species is miR-989: a likely insect-specific miRNA [41] and the most abundant miRNA in the butterfly ovary. We found expression of this mRNA to be upregulated > 5-fold in both butterfly ovary samples relative to the pooled sample, and similarly it is highly expressed in ovaries of several fly species [42]; it is also upregulated in mosquito ovaries in response to blood feeding [19]. The pupal phase, during which oogenesis occurs, coincides with increased expression miR-989 in *B*. *mori* [38], suggestive of a similar upregulation of this miRNA during egg production in the Lepidoptera. In *Drosophila melanogaster* [34], it was demonstrated that a loss of miR-989 function impairs border cell migration in the egg chamber, leading to sterility.

miR-263a is the third ‘ovary set’ miRNA found in *P*. *aegeria* which has been characterised in a variety of other insect species. It has been hypothesised that miR-263a is involved in trans-generational immune priming in the greater wax moth *Galleria mellonella* [43]. It is strongly upregulated in *G*. *mellonella* pupae, and is also induced in the larval midgut, the rest of the body, and the eggs of females fed as larvae on diets contaminated with pathogenic bacteria. Our finding that miR-263a is highly expressed in the ovaries of *P*. *aegeria* lends support to the idea that a role in defence could be conserved across Lepidoptera, but more direct evidence is required to test this.

### Candidate targets and their involvement in butterfly ovarian biology

Further insights into the role of each miRNA on ovarian biology can be made by bioinformatic analysis of a curated list of genes implicated in egg and ovary function [14]. In each case, we suggest that the miRNA of interest may be as fine-tuners of gene activity rather than on/off switches for gene expression. This would grant robustness to the system and buffer it against developmental perturbation [44,45].

### Hormone signalling

The nuclear receptor E75 is an early response gene in the ecdysone signalling pathway and is involved in the ovarian response to hormone signalling in silkmoths [46] and flies [47]. 

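The contig whose best protein hit is E75 isoform B, c18128_g3_i1, is 2634 bases long. Its FPKM was 16.01 in St Hubert and 15.33 in Zonza, and the 3 annotated contigs of its Trinity gene summed to 49.68 and 57.91.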

We identified the *E75* mRNA splice variant *E75B* as a potential target for two of our ‘ovary set’ miRNAs (Fig 5). Both the predicted miR-989 and B-0210/C-0160 target sites are located at the start codon of this transcript.

### Follicle cell function

Follicle cells perform several key functions during insect oogenesis including egg provisioning [48], secretion of maternal ecdysteroids [49], and production of the chorion and eggshell. Follicle cells in flies also provide spatial patterning information to the oocyte [50].

In *Drosophila*, a subset of follicle cells (‘border cells’) contribute to both anterior patterning as well as the formation of the micropyle through which sperm enter the egg at fertilization [51]. Several ‘ovary set‘ miRNAs, including miR-989 as mentioned above, are predicted to target genes involved in follicle cell function and border cell migration. These include *stardust*, *crumbs* [52], *neuroglian* [28] and *taiman* (*tai*) [53].

### Serosa and immune defence

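The ShxD contig, c17102_g1_i1, is 1273 bases long and the only annotated contig of its Trinity gene. Its FPKM was 30.54 in the St Hubert ovaries and 24.11 in the Zonza ovaries, a log2 ratio of -0.33.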

We predict that miR-989 may target the mRNA of *ShxD*, a homeobox gene expressed maternally in ovarioles and zygotically in the serosa [13]. The Shx genes are implicated in specifying the location of the extra-embryonic serosal tissue domain in developing oocytes, as well as regulating its subsequent development. As noted above, miR-263a may also be involved in immune defence, through different targets.

## Supporting Information

S1 Fig Alignment of miR-2763 sequences across Lepidoptera. (DOCX) Click here for additional data file.

S1 Table Annotation of the combined mRNA transcriptome assembly. (XLSX) Click here for additional data file.

S2 Table Read count comparisons for miRNA transcriptomes. (DOCX) Click here for additional data file.

## References

[1] BehuraSK (2007). Insect microRNAs: Structure, function and evolution. Insect Biochem Mol Biol 37(1):3–9. 10.1016/j.ibmb.2006.10.006 17175441

[2] YektaS, ShihI-H, BartelDP. MicroRNA-directed cleavage of HOXB8 mRNA (2004). Science 23;304(5670):594–6. 10.1126/science.1097434 15105502

[3] PasquinelliAE, HunterS, BrachtJ. (2005). MicroRNAs: a developing story. Curr Opin Genet Dev. 15(2):200–5. 10.1016/j.gde.2005.01.002 15797203

[4] JonesCI, NewburySF (2010). Functions of microRNAs in *Drosophila* development. Biochem Soc Trans. 38(4):1137–43. 10.1042/BST0381137 20659018

[5] LaskoP (2011). Posttranscriptional regulation in *Drosophila* oocytes and early embryos. Wiley Interdisciplinary Reviews: RNA. 2(3):408–16. 10.1002/wrna.70 21957026

[6] KennyNJ, QuahS, HollandPWH, TobeSS, HuiJHL (2013). How are comparative genomics and the study of microRNAs changing our views on arthropod endocrinology and adaptations to the environment? Gen Comp Endocrinol. 188:16–22. 10.1016/j.ygcen.2013.02.013 23480873

[7] LozanoJ, MontañezR, BellesX (2015). miR-2 family regulates insect metamorphosis by controlling the juvenile hormone signaling pathway. Proc Nat Acad Sci. 112(12):3740–3745. 10.1073/pnas.1418522112 25775510PMC4378413

[8] McBrideD, CarréW, SontakkeSD, HoggCO, LawA, DonadeuFX, et al (2012). Identification of miRNAs associated with the follicular-luteal transition in the ruminant ovary. Reproduction. 144(2):221–33. 10.1530/REP-12-0025 22653318

[9] ChenK, RajewskyN (2007). The evolution of gene regulation by transcription factors and microRNAs. Nat Rev Genet. 8(2):93–103. 10.1038/nrg1990 17230196

[10] BerezikovE (2011). Evolution of microRNA diversity and regulation in animals. Nat Rev Genet. 12(12):846–60. 10.1038/nrg3079 22094948

[11] BerezikovE, ThuemmlerF, van LaakeLW, KondovaI, BontropR, CuppenE, et al (2006). Diversity of microRNAs in human and chimpanzee brain. Nat Genet. 38(12):1375–7. 10.1038/ng1914 17072315

[12] MeunierJ, LemoineF, SoumillonM, LiechtiA, WeierM, GuschanskiK, et al (2013). Birth and expression evolution of mammalian microRNA genes. Genome Res. 23(1):34–45. 10.1101/gr.140269.112 23034410PMC3530682

[13] FergusonL, MarlétazF, CarterJ-M, TaylorWR, GibbsM, BreukerCJ, et al (2014). Ancient expansion of the Hox cluster in Lepidoptera generated four homeobox genes implicated in extra-embryonic tissue formation. PLoS Genet. 10(10):e1004698 10.1371/journal.pgen.1004698 25340822PMC4207634

[14] CarterJ-M, BakerSC, PinkR, CarterDRF, CollinsA, TomlinJ, et al (2013). Unscrambling butterfly oogenesis. BMC Genomics. 14:283 10.1186/1471-2164-14-283 23622113PMC3654919

[15] QuahS, HuiJHL, HollandPWH (2015). A Burst of miRNA Innovation in the Early Evolution of Butterflies and Moths. Mol Biol Evol. 32(5):1161–1174. 10.1093/molbev/msv004 25576364PMC4408404

[16] BastockR, JohnstonDSt. *Drosophila* oogenesis. Curr Biol.2008 18(23):R1082–7. 10.1016/j.cub.2008.09.011 19081037

[17] TadrosW, LipshitzHD. The maternal-to-zygotic transition: a play in two acts. Development. 2009;136(18):3033–42. 10.1242/dev.033183 19700615

[18] BarckmannB, SimoneligM. Control of maternal mRNA stability in germ cells and early embryos. Biochim Biophys Acta. 2013;1829(6–7):714–24. 10.1016/j.bbagrm.2012.12.011 23298642

[19] MeadEA, TuZ. Cloning, characterization, and expression of microRNAs from the Asian malaria mosquito, *Anopheles stephensi* . BMC Genomics. 2008;9:244 10.1186/1471-2164-9-244 18500992PMC2430712

[20] ChenW, JiangGF, SunSH, LuY, MaF, LiB. Identification of differentially expressed genes in American cockroach ovaries and testes by suppression subtractive hybridization and the prediction of its miRNAs. Mol Genet Genomics. 2013;288(11):627–38. 10.1007/s00438-013-0777-1 23996145

[21] PreussKM, LopezJ a, ColbourneJK, WadeMJ. Identification of maternally-loaded RNA transcripts in unfertilized eggs of *Tribolium castaneum* . BMC Genomics. 2012;13(1):671 10.1186/1471-2164-13-671 23181844PMC3536564

[22] GibbsM, BreukerCJ, Van DyckH (2013). Flight during oviposition reduces maternal egg provisioning and influences offspring development in Pararge aegeria (L.). Physiol Entomol. 35(1):29–39. 10.1111/j.1365-3032.2009.00706.x

[23] FriedländerMR, MackowiakSD, LiN, ChenW, RajewskyN (2012). miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucleic Acids Res. 40(1):37–52. 10.1093/nar/gkr688 21911355PMC3245920

[24] GrabherrMG, HaasBJ, YassourM, LevinJZ, ThompsonDA, AmitI, et al (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol. 29(7):644–52. 10.1038/nbt.1883 21572440PMC3571712

[25] LiB, DeweyCN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics. 12:323 10.1186/1471-2105-12-323 21816040PMC3163565

[26] ConesaA, GötzS, García-GómezJM, TerolJ, TalónM, RoblesM (2005). Blast2GO: A universal tool for annotation, visualization and analysis in functional genomics research. Bioinformatics. 21(18):3674–6. 10.1093/bioinformatics/bti610 16081474

[27] KerteszM, IovinoN, UnnerstallU, GaulU, SegalE (2007). The role of site accessibility in microRNA target recognition. Nat Genet. 39(10):1278–84. 10.1038/ng2135 17893677

[28] WeiJ, HortschM, GoodeS (2004). Neuroglian stabilizes epithelial structure during *Drosophila* oogenesis. Dev Dyn. 230(4):800–8. 10.1002/dvdy.20108 15254915

[29] WheelerBM, HeimbergAM, MoyVN, SperlingE a, HolsteinTW, HeberS, et al (2009). The deep evolution of metazoan microRNAs. Evol Dev. 11(1):50–68. 10.1111/j.1525-142X.2008.00302.x 19196333

[30] ChenJ-F, MandelEM, ThomsonJM, WuQ, CallisTE, HammondSM, et al (2006). The role of microRNA-1 and microRNA-133 in skeletal muscle proliferation and differentiation. Nat Genet. 38(2):228–33. 10.1038/ng1725 16380711PMC2538576

[31] KloostermanWP, WienholdsE, de BruijnE, KauppinenS, PlasterkRHA (2006). In situ detection of miRNAs in animal embryos using LNA-modified oligonucleotide probes. Nat Methods. 3(1):27–9. 10.1038/nmeth843 16369549

[32] SokolNS (2005). Mesodermally expressed *Drosophila* microRNA-1 is regulated by Twist and is required in muscles during larval growth. Genes Dev. 19(19):2343–54. 10.1101/gad.1356105 16166373PMC1240043

[33] CristinoAS, TanakaED, RubioM, PiulachsM-D, BellesX (2011). Deep Sequencing of Organ- and Stage-Specific microRNAs in the Evolutionarily Basal Insect Blattella germanica (L.) (Dictyoptera, Blattellidae). PLoS One. 28;6(4):e19350 10.1371/journal.pone.0019350 21552535PMC3084283

[34] KuglerJM, ChenYW, WengR, CohenSM (2013). miR-989 Is required for border cell migration in the *Drosophila* Ovary. PLoS One. 8(7): e67075 10.1371/journal.pone.0067075 23843983PMC3700948

[35] NinovaM, RonshaugenM, Griffiths-JonesS (2014). Fast-evolving microRNAs are highly expressed in the early embryo of *Drosophila virilis* . RNA. 20:360–372. 10.1261/rna.041657.113 24448446PMC3923130

[36] LyuY, ShenY, LiH, ChenY, GuoL, ZhaoY, et al (2014). New microRNAs in Drosophila—birth, death and cycles of adaptive evolution. PLoS Genet. 10(1):e1004096 10.1371/journal.pgen.1004096 24465220PMC3900394

[37] ZhangX, ZhengY, JagadeeswaranG, RenR, SunkarR, JiangH (2012). Identification and developmental profiling of conserved and novel microRNAs in *Manduca sexta* . Insect Biochem Mol Biol. Elsevier Ltd; 42(6):381–95.10.1016/j.ibmb.2012.01.006PMC334047822406339

[38] JagadeeswaranG, ZhengY, SumathipalaN, JiangH, ArreseEL, SoulagesJL, et al (2010). Deep sequencing of small RNA libraries reveals dynamic regulation of conserved and novel microRNAs and microRNA-stars during silkworm development. BMC Genomics. 11:52 10.1186/1471-2164-11-52 20089182PMC2824724

[39] HommaT, WatanabeK, TsurumaruS, KataokaH, ImaiK, KambaM, et al (2006). G protein-coupled receptor for diapause hormone, an inducer of Bombyx embryonic diapause. Biochem Biophys Res Commun. 344(1):386–93. 10.1016/j.bbrc.2006.03.085 16600181

[40] CharlesJP, ShinodaT, ChinzeiY (1999). Characterization and DNA-binding properties of GRF, a novel monomeric binding orphan receptor related to GCNF and FTZ-F1. Eur J Biochem. 266(1):181–90. 10.1046/j.1432-1327.1999.00842.x 10542063

[41] KozomaraA, Griffiths-JonesS. miRBase: integrating microRNA annotation and deep-sequencing data. Nucleic Acids Res, 39:D152–7. 10.1093/nar/gkq1027 21037258PMC3013655

[42] LucasKJ, MylesKM, RaikhelAS (2013). Small RNAs: A new frontier in mosquito biology. Trends Parasitol. 29(6):295–303. 10.1016/j.pt.2013.04.003 23680188PMC5739026

[43] MukherjeeK, VilcinskasA (2014). Development and immunity-related microRNAs of the lepidopteran model host *Galleria mellonella* . BMC Genomics. 15(1):705 10.1186/1471-2164-15-705 25149864PMC4156658

[44] StarkA, BrenneckeJ, BushatiN, RussellRB, CohenSM (2005). Animal MicroRNAs confer robustness to gene expression and have a significant impact on 3’UTR evolution. Cell. 123(6):1133–46. 10.1016/j.cell.2005.11.023 16337999

[45] EbertMS, SharpPA (2012). Roles for MicroRNAs in conferring robustness to biological processes. Cell. 149(3):505–24. 10.1016/j.cell.2012.04.005 PMC335110522541426

[46] PapantonisA, SweversL, IatrouK (2015). Chorion Genes: A landscape of their Evolution, Structure, and regulation. Annu Rev Entomol. 10.1146/annurev-ento-010814-020810 25341099

[47] AblesET, BoisKE, GarciaCA, Drummond-BarbosaD (2015). Ecdysone response gene E78 controls ovarian germline stem cell niche formation and follicle survival in *Drosophila* . Dev Biol. 400(1):33–42. 10.1016/j.ydbio.2015.01.013 25624267PMC4448935

[48] SweversL, IatrouK (2003). The ecdysone regulatory cascade and ovarian development in lepidopteran insects: Insights from the silkmoth paradigm. Insect Biochem Molec. 33(121):1285–97. 10.1016/j.ibmb.2003.06.012 14599500

[49] Kadono-okudaK, AmornsakW, YamashitaO (1994). Controlled Ecdysteroid Accumulation in Eggs of the Silkworm, Bombyx mori, by an lmidazole Compound (KK-42), and Embryogenesis in These Eggs. Arch Insect Biochem. 135(1 994):121–35. 10.1002/arch.940250205

[50] SaundersC, CohenRS (1999). The role of oocyte transcription, the 5’UTR, and translation repression and derepression in *Drosophila* gurken mRNA and protein localization. Mol Cell. 3(1):43–54. 10.1016/S1097-2765(00)80173-2 10024878

[51] MontellDJ (2003). Border-cell migration: the race is on. Nat Rev Mol Cell Biol. 4(1):13–24. 10.1038/nrm1006 12511865

[52] PinheiroEM, MontellDJ (2004). Requirement for Par-6 and Bazooka in *Drosophila* border cell migration. Development. 131(21):5243–51. 10.1242/dev.01412 15456726

[53] McDonaldJA, PinheiroEM, MontellDJ (2003). PVF1, a PDGF/VEGF homolog, is sufficient to guide border cells and interacts genetically with Taiman. Development. 130(15):3469–78. 10.1242/dev.00574 12810594

# Supplementary material for: A Diversity of Conserved and Novel Ovarian MicroRNAs in the Speckled Wood (Pararge aegeria)
**Source:** PLoS One. 2015 Nov 10;10(11):e0142243. doi: 10.1371/journal.pone.0142243
**Supplement:** S1 Fig

B-0401/C-0173 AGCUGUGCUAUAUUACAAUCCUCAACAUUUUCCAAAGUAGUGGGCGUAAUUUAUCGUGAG--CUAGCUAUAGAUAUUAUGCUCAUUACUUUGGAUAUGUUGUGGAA--------------------CUUACAUC

P. aegeria(prediction) -----------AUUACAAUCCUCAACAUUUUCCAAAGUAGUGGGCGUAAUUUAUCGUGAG--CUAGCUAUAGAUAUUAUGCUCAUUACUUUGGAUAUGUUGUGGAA----------------------------

D. plexippus ------------------------------UCCAAAGUAGUGGACGUAAUUUAUCGUGAG--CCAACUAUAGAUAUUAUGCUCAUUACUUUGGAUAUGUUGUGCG-----------------------------

H. melpomene ---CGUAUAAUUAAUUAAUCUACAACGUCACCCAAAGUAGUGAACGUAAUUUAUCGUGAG--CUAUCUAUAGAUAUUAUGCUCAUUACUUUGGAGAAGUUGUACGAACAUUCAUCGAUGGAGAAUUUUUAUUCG

B. mori --------------------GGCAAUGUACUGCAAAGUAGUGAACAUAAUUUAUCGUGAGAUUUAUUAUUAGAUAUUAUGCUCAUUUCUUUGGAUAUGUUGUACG-----------------------------

M. sexta --------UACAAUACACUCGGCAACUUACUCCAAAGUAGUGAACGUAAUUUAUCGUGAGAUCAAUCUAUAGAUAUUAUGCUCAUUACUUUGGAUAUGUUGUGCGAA---------------------------

P. c-album -----------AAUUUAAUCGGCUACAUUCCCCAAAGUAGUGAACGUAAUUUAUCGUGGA--AUGAGCCU-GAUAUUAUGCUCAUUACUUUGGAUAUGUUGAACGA----------------------------

# Supplementary material for: A Diversity of Conserved and Novel Ovarian MicroRNAs in the Speckled Wood (Pararge aegeria)
**Source:** PLoS One. 2015 Nov 10;10(11):e0142243. doi: 10.1371/journal.pone.0142243
**Supplement:** S2 Table

Read count comparison data for the pooled miRNA transcriptome (Quah et al., 2015) and the ovarian transcriptomes from St Hubert and Zonza. Read counts are normalised to the total number of reads mapped as miRNAs in each transcriptome. FC = fold change. Italics indicate lineage-specific miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

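The ovaries of 2 females from each of the St Hubert and Zonza populations, sacrificed 6 days after mating, gave 1 small RNA library and 1 mRNA library per population. For the small RNA libraries the authors deposited raw read counts per miRNA precursor and per arm, made with miRDeep2 and cross-checked by them with quantifier.pl, which mapped reads to known P. aegeria miRNA precursors. For the mRNA libraries the authors deposited FPKM per contig from RSEM, on a Trinity assembly of both libraries reduced to contigs with a BLAST hit, together with contig lengths and best hits. No genome build applies to the assembly. Every sample was mapped to its population from the paper and the sample labels.

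miRNA counts were used as deposited. Known St Hubert miRNAs absent from the deposited counts kept the totals of the paper's S2 Table, and counts of the pooled library came from S2 Table. Depth was 373590 miRNA reads in St Hubert and 1049925 in Zonza. Shares of miRNA reads were given 95% Wilson intervals, and ratios of shares exact conditional 95% intervals. Both cover counting error only. miRNAs were called expressed above the paper's dominant arm cut-offs of 18 and 50 reads, and above 4-fold over the pooled share as in the paper. Newly described miRNAs have 0 reads in the pooled counts and were given no fold.

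Conserved and lineage-specific miRNAs were compared within each library by two-sided permutation tests of the Mann-Whitney U and of Spearman's rho with 100000 resamples of the class labels, Benjamini-Hochberg adjusted over the 2 libraries. The standard error of rho came from 2000 bootstrap samples. Conserved shares were compared by Fisher's exact test, two-sided. Reads on the 5' and 3' arms were compared between the libraries by Fisher's exact test with Benjamini-Hochberg adjustment, which compares the libraries and not the populations. Precursors of the newly described miRNAs were compared for their longest identical stretch and aligned with Biopython 1.88.

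FPKM were compared on the log2(FPKM + 1) scale for contigs with a mean FPKM of at least 1, with a 2-fold difference as the threshold and without a test. Lists of genes were described by the percentile of their median log2 ratio among 10000 random lists of the same size, matched on mean FPKM in 20 bins and, as a check, on contig length in 5 bins. Genes of Fig 5 were found by the symbols and protein names in the deposited annotation. Lists of chorion, heat shock, fat body, muscle, fat body metabolism and chaperone partner genes were drawn up from the annotation. The first 4 were drawn up after values had been seen and the last 2 before. The deposited S1 Table copy used here is shortened, and the deposited annotation was used in its place.

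The miRNAs named in the text are those the paper names, whose values in its tables had been seen, and the 3 with the largest ratio of shares between the libraries in each direction among those with reads in both and at least 50 reads over both. The contigs named are 1 for each gene of Fig 5, the 3 with the highest mean FPKM, and the 5 with the largest log2 ratio in each direction at a mean FPKM of at least 10. miRNAs and contigs named outside these rules (those that pass the cut-off on total reads only, miR-190, miR-2755, miR-279a, miR-279b, Par-543, and members of the gene lists) were chosen after their values were seen.

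The scaling alternatives were totals without miR-989, TMM factors from edgeR 4.0.16 in R 4.3.3 on the counts, and median-of-ratios size factors. Other alternatives were dominant arm or total reads, halved and doubled cut-offs, restricted sets of miRNAs, thresholds of 2-fold and 8-fold, pseudocounts of 0.1 and 5, and other filters on FPKM. Their effects are given at the claims and in the closing section. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

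The procedures were tested on simulated data. With shuffled class labels over the 150 miRNAs of Zonza, 5.0% of rank tests and 6.67% of tests of rho had p under 0.05. With Zonza counts redrawn within each class, 99.3% of rank tests did, while with 1 class of shuffled counts multiplied by 4, 15.3% did. In simulated arm counts for 58 miRNAs, 56.2% of those with odds changed 4-fold were recovered and 0.229% of the unchanged were called. The ratio interval covered a true ratio of 2 in 95.8% of draws over the pooled counts. For lists of 20 among the 16054 contigs, 96% of unchanged lists fell within the middle 95% of random lists, and 94% of lists raised by 1 on the log2 scale fell above it.

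PITA target predictions, the separate assemblies of each population, and raw reads were not analysed here.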

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

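The tests of fat body metabolism genes and of chaperone partner genes were written down before their values were seen. The totals without miR-989, TMM scaling and median-of-ratios size factors had been set beforehand and were read as a test of an explanation after the result was seen. The tests of length, of sums over Trinity genes and of hits to the earlier transcriptome were chosen after the result was seen. The patterns are hypotheses found in the data on which they were tested. The text of the paper does not compare FPKM between the libraries. Each population has 1 mRNA library, so every difference between them may also be one between individual females or extractions, and the populations also differ in how long they had been kept as lab stocks. The contrasts of gene lists are medians of log2((Zonza + 1)/(St Hubert + 1)), and the median over all contigs compared is 0. The random lists used for comparison are matched on mean FPKM, and a list of heat shock genes, for example, has a median of -1.41 against a middle 95% of -0.23 to 0.25 in such lists.

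Chorion structural genes were higher in Zonza. The list holds 17 contigs, all of them higher in Zonza, with a median log2 ratio of 1.94 (middle 95% of random lists -0.21 to 0.17), and their summed FPKM was 2960 in St Hubert and 10549 in Zonza. The most abundant was the chorion class A family 3 contig, with 615.6 in St Hubert and 2362.75 in Zonza. A length bias between the libraries is argued against, since random lists matched on length as well reached only 0.21 at the upper end of their middle 95%. A different division of fragments among the annotated contigs of a gene is argued against too, since the median over 13 Trinity genes was 1.94. A larger proportion of late follicles in the Zonza ovaries, an effect of the population and a difference between individual females stay open and were not tested.

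Heat shock genes were higher in St Hubert. Of 18 contigs, 14 were lower in Zonza, with a median log2 ratio of -1.41. An Hsp70 contig, c27152_g1_i1, had FPKM of 272.48 in St Hubert and 8.49 in Zonza, and Hsp83 had 3346.53 and 1651.15. Hsc70-4 had 4771.66 and 3097.01, while an Hsp20.1 contig, c15670_g1_i1, went the other way with 844.87 and 1213.8. A different division of fragments among the annotated contigs of a gene is argued against, since the median over Trinity genes was -1.02, below the middle 95% of random lists (-0.19 to 0.19). If a general heat shock response with its chaperone partners were the reason, the list of chaperone partner genes would lie low as well. Its 19 contigs had a median of 0.05 at percentile 65.5, within the range of random lists, with 10 higher and 9 lower in Zonza, and 4 of its 8 Trinity genes were higher and 4 lower. Contigs of the same gene can go opposite ways: the DnaJ contigs had 173.09 and 0.08 in St Hubert, and 0 and 137.34 in Zonza. The gene sum furthest from equal was that of FKBP59, with 144.4 in St Hubert and 80.88 in Zonza. Some of the 19 contigs have a BAG regulator hit in the earlier transcriptome but syntaxin-16 as their best protein hit. The list decides nothing, because its members go both ways and not all are clear chaperone partners. A stress response of narrower extent, handling at dissection and population all stay open.

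Fat body genes were higher in Zonza. Of 10 contigs, 9 were higher, with a median log2 ratio of 3.08 (middle 95% of random lists -0.52 to 0.47). Apolipophorin-3 had FPKM of 318.67 in St Hubert and 2085.85 in Zonza, uricase 8.61 and 76.7, and vitellogenin 2521.94 and 4807.07, while transferrin 1 had 82.3 and 77.28. The ovary libraries express 6 of the 10 contigs at an FPKM of at least 1 in both, and none is in another of the lists. A candidate explanation is more fat body RNA in the Zonza extraction, although the paper states that ovaries were cleared of fat. The independent list of fat body metabolism genes (23 contigs, of which 21 have an FPKM of at least 1 in both) had a median of 0.26 at percentile 94.4, within the middle 95% of random lists, with 13 higher and 10 lower in Zonza. Summed over 16 Trinity genes the median was 0.30 at percentile 99.35, above it. Carry-over of fat body RNA and expression of these genes in the ovary itself cannot be told apart by this list, because its members go both ways.

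A total of 127 contigs have a mouse sequence as their best NCBI nucleotide hit, at E-values below 1e-50. The text of the paper does not discuss them. Their median FPKM was 1.07 in St Hubert and 1.08 in Zonza, and 107 of them were above 0 in both libraries. Estimated from FPKM and full contig length, together they account for 0.00937% of the mapped fragments in St Hubert and 0.00849% in Zonza. RNA of another animal in both libraries is a candidate explanation. If these were butterfly genes, most would have a hit to the earlier P. aegeria ovary transcriptome, as 67.7% of contigs matched on mean FPKM do (middle 95% of random lists 59.8% to 75.6%). None of the 127 has one. The 67.7% is a loose standard, because a hit to the earlier transcriptome was itself a ground on which contigs were kept. The matched contigs, unlike the 127, were not required to have an NCBI hit. Where such RNA entered (extraction, library preparation or sequencing) is not known, and no biological explanation was tested. These contigs were left out of the gene lists.

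miR-190, miR-87 and miR-993 lay above the pooled share in St Hubert and below it in Zonza, beyond their exact 95% intervals, a criterion settled after their values were seen. miR-190 was 1.33-fold (1.22 to 1.45) and 0.648-fold (0.600 to 0.699), miR-87 1.51-fold (1.11 to 2.02) and 0.627-fold (0.471 to 0.822), and miR-993 1.20-fold and 0.766-fold. Relative to each other, the share in Zonza was 0.487 times that in St Hubert for miR-190 (0.437 to 0.542), 0.415 times for miR-87 (0.284 to 0.609) and 0.641 times for miR-993 (0.618 to 0.664). The difference between the populations was not tested, since each has 1 library. On which side of 1 a fold lies depends on the totals used: leaving miR-989 out multiplies every fold by 3.72 in St Hubert and 5.08 in Zonza, which by construction puts all 3 miRNAs above 1 in both libraries. Without miR-989 in the totals the ratios of Zonza to St Hubert were 0.664, 0.567 and 0.874, and the highest upper end of their intervals was 0.907. They also stayed below 1 under TMM scaling and median-of-ratios size factors. The intervals cover counting error only, these miRNAs were chosen for their lower share in Zonza, and 23 of 54 miRNAs lie below 1 without miR-989. Scaling to totals that miR-989 dominates and an effect of the population, of the individual females or of the library preparation therefore cannot be told apart.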

How the results depend on the processing

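The alternatives were set before the data were examined, except the sums over Trinity genes, the treatment of St Hubert miRNAs absent from the deposited counts as 0, and the count of B-0112 and C-0149 as 1 hairpin, which were chosen after seeing the data. No paired analysis was possible because each population has 1 library, and no replicate was left out for the same reason. Over all results, 186 alternative values were computed: 125 kept direction and side of the threshold or stayed within the tolerance for values and counts, 6 kept direction but lost the threshold, 54 moved and 1 reversed.

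The numbers of miRNAs above the cut-off stayed within 1.5 times their value under total reads, halved or doubled cut-offs and S2 Table totals. With B-0112 and C-0149 as 1 hairpin, the newly described miRNAs of Zonza only fell from 2 to 1, by construction.

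Conserved miRNAs ranked above lineage-specific ones under every alternative tried in both libraries, and in Zonza each permutation p stayed under 0.05. In St Hubert, the rank test among miRNAs with reads had U = 720 (two-sided permutation test, p = 0.0686) and rho = 0.194 (two-sided permutation test, p = 0.0704), and among miRNAs above the cut-off U = 347 (two-sided permutation test, p = 0.0617) and rho = 0.233 (two-sided permutation test, p = 0.0626). Fewer miRNAs are tested there by construction. Over the other alternatives for St Hubert, the permutation p of U lay between 0.00103 and 0.00909.

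The conserved share was 60.6% with miRNAs above the cut-off in at least 1 library (two-sided Fisher's exact test, p = 0.769). That set adds 17 miRNAs, of which 3 are conserved and 14 lineage-specific, and 8 of the 14 are newly described. It was 73.3% with halved cut-offs (two-sided Fisher's exact test, p = 0.055). Some miRNAs passed there in St Hubert on total reads, since their reads per arm are not known. The cause of the change was not tested. Over the alternatives p ranged from 0.00122 to 0.769. With classes permuted within 5 bins of pooled abundance the direction reversed: the share among known miRNAs was still 76.5%, but fewer conserved miRNAs were in the ovary set than expected at that abundance (two-sided permutation test, p = 0.0596).

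In dominant arm reads the share of miR-989 moved to 77.5% in St Hubert and 83.4% in Zonza, more than the counting interval but without a change of rank.

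The number above 4-fold in both libraries was 9 with totals without miR-989, 6 with median-of-ratios size factors and 5 with TMM scaling, and at the other thresholds it was 6 at 2-fold and 1 at 8-fold. The number of known miRNAs above the threshold in 1 library was 10 with totals without miR-989, 8 with TMM scaling, 8 with median-of-ratios size factors, 7 at 2-fold and 3 at 8-fold. These scalings multiply every fold of a library by 1 factor. The factors lay between 1.74 and 5.08, so no fold above 4 could fall below it under them. With dominant arm reads in the ovary libraries, the folds of the 5 miRNAs of Table 3 lay between 4.13 and 26.5. The pooled side kept total reads there, since its reads per arm were not available.

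Between the libraries, 12 miRNAs of 54 were past a 2-fold difference, 2 higher and 10 lower in Zonza. With totals without miR-989, TMM scaling or median-of-ratios size factors there were 3 in each case, 3 higher and 0 lower. Of the 6 miRNAs named by their ratio, the 3 below 1 stayed below it under these scalings, while the 3 above 1 stayed above it by construction, since the scalings raise every ratio.

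The number of miRNAs with another dominant arm was 2 when all 58 miRNAs with reads per arm in both libraries were included, by the addition of miR-965.

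The number of contigs past 2-fold was 3968 with a pseudocount of 5 (2260 higher and 1708 lower in Zonza) and 2034 at a mean FPKM of at least 10 (947 higher and 1087 lower), where fewer contigs are compared. It was 7052 with a pseudocount of 0.1 and 6759 of 17636 without a filter. Summed over Trinity genes it was 974 (491 higher and 483 lower). Centring on the median is no test here, since the median is 0. The median of the Fig 5 genes stayed between -0.06 and -0.01.

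Depth limits folds from few reads. A count of 19 reads in St Hubert, as for Par-118, gives a fold of 2.24 with an exact interval from 1.28 to 3.73, and the 11 pooled reads of Par-542 leave its fold in Zonza between 16.2 and 62.8. FPKM carry no counts, so no interval was given for contigs.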

Differences from the paper's values

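No value of the paper that was also computed here differed by more than 1.5 times, or, for rho, by more than its standard error. Smaller differences and statements are given below.

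The paper applies its cut-offs to dominant arm reads. Total reads, an alternative set before the data were examined, gave 58 and 57 known miRNAs above the cut-off, 52 in both, and 74 and 55 miRNAs with the newly described ones included, which are the numbers the paper reports. Totals of S2 Table gave the same. Dominant arm reads gave 56, 55, 51, 71 and 54.

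The paper gives 83 conserved and 67 lineage-specific miRNAs, and the italics of S2 Table give 82 and 68. The paper's U is 802.5 for the pooled sample, 2134 for St Hubert and 1798 for Zonza, and the values here were 771.5, 2097 and 1765. None of the alternatives that keep all 150 miRNAs gave the paper's U exactly.

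The paper's conserved shares are 64% in the ovary and 47% in the pooled transcriptome, and the values here were 74.1% and 58.3%. In Fig 3 the lineage-specific slices are about 25% and about 41%, read by eye, and the values here were 25.9% and 41.7%. The figure divides the conserved miRNAs into several ages of origin, of which S2 Table does not give the details.

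The paper states that Par-340 and Par-341 share reads of the 3' arm. In the deposited counts the shared product is that of the 5' arm, with 51 reads in St Hubert and 69 in Zonza, while the 3' arm has 1 read for each.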

Other observations

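The permutation of classes within 5 bins of pooled abundance and the totals without miR-989 had been set beforehand and were read as tests of an explanation after the result was seen. The tests on hairpin sequences, expected reads, equal counts, arm ratios, sums over Trinity genes and muscle genes were chosen after the result was seen.

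Conserved miRNAs made up a larger share of the ovary set than of the pooled transcriptome. One hypothesis is that abundant miRNAs pass the cut-offs more often and conserved miRNAs are more abundant. With classes permuted within 5 bins of pooled abundance, 42.2 conserved known miRNAs were expected in the ovary set (middle 95% of permutations 39 to 45) and 39 were observed. In the bin with the highest pooled counts, 24 of 25 conserved and 2 of 2 lineage-specific known miRNAs were in the ovary set. In the next bin these numbers were 12 of 24 and 4 of 4. The excess of conserved miRNAs is therefore consistent with their abundance in the whole body.

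B-0112 is listed for St Hubert only and C-0149 for Zonza only. Their precursors are identical over 81 of the 83 bases of B-0112. The next longest identical stretch, between B-0042 and B-0218, is 38 bases. Those 2 hairpins, both listed for St Hubert only, are nonetheless identical at 85 of 88 aligned positions. B-0112 and C-0149 may be the same hairpin under separate names, present in both libraries. Different depths and cut-offs alone are argued against for 7 of the 8 miRNAs listed in 1 library only. At the same share, even the lower 95% counting end of their expected reads lies above the cut-off of the other library, which comes to nearly the same RPM. C-0261 is the exception, with 19.2 expected reads against a cut-off of 18, and for it depth and the other explanations cannot be told apart. The authors' other filters on newly described miRNAs and an effect of population or of individual females stay open.

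Some hairpins have equal counts on an arm. Of the 5 pairs of hairpins that share a product within a library, with at least 20 reads on that arm for the larger, 4 have the same count for both, Par-340 with Par-341 in each library among them. The exception is Par-542 with Par-543, at 96 and 3 reads. Of the 7339 pairs that do not share a product, 0.232% have equal counts. With at least 20 reads required of each hairpin, which leaves out the exception, the numbers were 4 of 4 pairs and 0.504% of 3372. The equal counts are consistent with the same reads counted for both hairpins, in which case the totals of Par-340 and Par-341, and those of B-0210/C-0160 with B-0112 or C-0149, may hold shared reads.

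The dominant arm of B-0070/C-0072 differed between the libraries. Relative to all miRNA reads, its 5' reads were 3.74 times as frequent in St Hubert as in Zonza (exact 95% interval 2.96 to 4.73), while its 3' reads were 0.747 times as frequent (0.604 to 0.917). One hypothesis is that reads of the nearly identical 5' product of B-0042, which is listed in St Hubert only, were counted for both hairpins. A change of arm use and this sharing of reads cannot be told apart, because the counts do not show which reads were assigned to both.

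Of the 54 miRNAs above the cut-off in both libraries, 42 had a lower share in Zonza and 12 a higher one, with a median log2 ratio of -0.33. Without miR-989 in the totals the median was 0.12, with 31 higher and 23 lower. Leaving miR-989 out multiplies every ratio by the same 1.36 by construction, so the larger share of miR-989 in Zonza and lower levels of many miRNAs cannot be told apart. Over all miRNAs with reads in both libraries and at least 50 reads over both, above the cut-offs or not, the 3 highest ratios were those of miR-2767, miR-252 and Par-146. miR-2767 was at 8.54 (51 and 1224 reads; exact 95% interval 6.45 to 11.5) and rose to 11.7 without miR-989, miR-252 was at 2.15 (1.32 to 3.71) and Par-146 at 1.94 (1.01 to 4.09). The 3 lowest were Par-222 at 0.0874 (0.0450 to 0.159), miR-7 at 0.348 (0.223 to 0.542) and miR-87 at 0.415. Par-146, Par-222 and miR-7 were not above the cut-off in both libraries. These ratios compare 1 library with 1 library, and population and individual cannot be separated.

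The share of miR-1 in Zonza was 0.453 times that in St Hubert (exact 95% interval 0.445 to 0.462), and 0.619 times without miR-989 in the totals. Less muscle RNA in the Zonza extraction is a candidate explanation. The 22 contigs of muscle genes had a median log2 ratio of -0.41, at percentile 1.32 among matched random lists, with 16 lower and 6 higher in Zonza. Some of the 22 have a paramyosin hit in the earlier transcriptome but another protein as their best protein hit. For c15126_g1_i1 (9.68 in St Hubert and 45.57 in Zonza) it is a web family protein. For c18070_g2_i1 (22.09 and 0.73) and c18070_g2_i2 (0 and 13.77) it is a letm1 domain protein. By mean FPKM the highest single contig, myosin alkali light chain 1, had 65.91 in St Hubert and 49.67 in Zonza. The highest in St Hubert alone and in Zonza alone were tropomyosin 1 contigs, c16782_g1_i7 with 74.06 and 37.94 and c16782_g1_i9 with 1.87 and 62.16. The summed FPKM of the 22 contigs was 618 and 550, and of their 10 Trinity genes 8 were lower and 2 higher in Zonza, tropomyosin 1 among the latter with 222.34 and 235.01. Of these contigs, 16 have an FPKM of at least 1 in both libraries. Expression of these genes in the ovary sheath itself stays open.

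More contigs were past a 2-fold difference than Trinity genes, 39.7% against 10.3% after summing. Among contigs that are the only annotated one of their Trinity gene 11.8% were past it, and among the others 53.4%. Summing leaves the single contigs as they are. Over the 4154 Trinity genes of several contigs, 8.35% were past a 2-fold difference after summing. A different division of fragments among the contigs of a gene may therefore account for part of the differences between contigs.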
